# Biasing the conformation of ELMO2 reveals that myoblast fusion can be exploited to improve muscle regeneration

**DOI:** 10.1038/s41467-022-34806-4

**Published:** 2022-11-18

**Authors:** Viviane Tran, Sarah Nahlé, Amélie Robert, Inès Desanlis, Ryan Killoran, Sophie Ehresmann, Marie-Pier Thibault, David Barford, Kodi S. Ravichandran, Martin Sauvageau, Matthew J. Smith, Marie Kmita, Jean-François Côté

**Keywords:** Developmental biology, Cytoskeleton, Skeletal muscle

## Abstract

Myoblast fusion is fundamental for the development of multinucleated myofibers. Evolutionarily conserved proteins required for myoblast fusion include RAC1 and its activator DOCK1. In the current study we analyzed the contribution of the DOCK1-interacting ELMO scaffold proteins to myoblast fusion. When *Elmo1*^*−/−*^ mice underwent muscle-specific *Elmo2* genetic ablation, they exhibited severe myoblast fusion defects. A mutation in the *Elmo2* gene that reduced signaling resulted in a decrease in myoblast fusion. Conversely, a mutation in *Elmo2* coding for a protein with an open conformation increased myoblast fusion during development and in muscle regeneration. Finally, we showed that the dystrophic features of the *Dysferlin*-null mice, a model of limb-girdle muscular dystrophy type 2B, were reversed when expressing ELMO2 in an open conformation. These data provide direct evidence that the myoblast fusion process could be exploited for regenerative purposes and improve the outcome of muscle diseases.

## Abstract (web summary)

Myoblast fusion is essential for development of multinucleated myofibers. Here, the authors show that ablation of Elmo 1 and Elmo2 impairs myoblast fusion in mice, and that expression of an open conformation of Elmo2 promotes muscle regeneration and improves the phenotype of Dysferlin-null dystrophic mice.

## Introduction

Myoblast fusion is critical for the formation of multinucleated fibers during both skeletal muscle development and regeneration^1–3^. In adults, a population of muscle-specific progenitors called satellite cells are responsible for muscle growth and regeneration^4^. In response to activating signals, satellite cells proliferate, differentiate and fuse to repair damaged myofibers^4^ and the proteins and signaling pathways that control fusion are still being identified^5–21^. MYOMAKER (MYMK) and MYOMIXER (MYMX) are proteins that harbor fusogenic activity^9,13,14,18^ and mutations in *MYMK* and *MYMX* result in a clinical myopathy known as Carey-Fineman-Ziter syndrome^22,23^. Similarly, limb-girdle muscular dystrophy type 2B (LGMD2B), a myopathy resulting from mutations in *Dysferlin* (*DYSF*)^24,25^, has been associated with defective membrane repair and myoblast fusion^26,27^. Other Ferlin-related proteins, such as MYOFERLIN, likewise regulate membrane resealing and cell-cell fusion^28^. In contrast to MYMK and MYMX, DYSF is not an essential component although smaller and damaged muscle fibers are observed in DYSF-null animals^27^. Since neuromuscular disorders affect millions of people worldwide^29,30^, a more detailed understanding of the factors controlling myoblast fusion could contribute to the development of needed targeted therapeutics. As such, MYMK was used to direct heterologous reprogrammed cells to fuse with dystrophic muscles for the delivery of *Dystrophin*^31^.

RAC1 and its activator DOCK1^32–42^ are part of an evolutionarily conserved signaling pathway required for myoblast fusion and *Dock1* and *Rac1* were the first proteins shown to be essential for fusion in vertebrates by genetic inactivation^5,6^. Mechanistically, DOCK1 activates RAC signaling together with ELMO proteins and the activity of this complex is tightly regulated by a set of auto-inhibitory contacts^43–45^. Although the role of ELMO proteins has not yet been defined in vertebrate myogenesis, studies in *Drosophila* are consistent with ELMO playing a role in this process^46^. In the current study we demonstrate that mammalian ELMO proteins are essential for myoblast fusion and that modulating their conformation in vivo can improve muscle regeneration in response to toxin injury and the outcome of limb girdle muscular dystrophy in a murine model.

## Results

### ELMO1 and ELMO2 are essential for muscle formation

Whole-mount RNA in situ hybridization, used to define the expression profiles of *Elmo* genes in embryos at embryonic day 11.5 (E11.5), revealed *Elmo1*, *Elmo2* and *Elmo3* expression in somites which are sites of myogenesis (Supplementary Fig. 1a). *Elmo* genes were also expressed in the adult murine tibialis anterior (TA) muscle and in primary mouse myoblasts (Supplementary Fig. 1b, c). The *Elmo* genes were also found to be constitutively expressed during differentiation of cultured C2C12 myoblasts (Supplementary Fig. 1d).

Because ELMO proteins are known to interact with DOCK1/5, RAC guanine nucleotide exchange factors implicated in the control of myoblast fusion^5,47^, we investigated whether ELMO1 and ELMO2 also contribute to myoblast fusion. Although *Elmo1* knockout (*Elmo1*^*−/−*^) mice have been reported to exhibit no gross abnormalities^48^, we tested whether the expression of *Elmo2* could be compensating for this deficiency. To achieve this goal, we generated an *Elmo2*^*LacZ*^ mouse model in which the coding sequence for ELMO2 was disrupted with the LacZ gene, whose product (ß-galactosidase) can be used as a cytomarker to assess the distribution of *Elmo2* expression (Fig. 1a; Supplementary Fig. 2a–d). *LacZ* staining of whole E11.5 embryos from mice in which one of the *Elmo2* genes was replaced with *Elmo2*^*LacZ*^ revealed broad expression of *Elmo2*, including in somites (Supplementary Fig. 2e). Staining of E14.5 embryo sections with antibodies for ß-galactosidase and ELMO demonstrated broad expression of ELMO2 including in myosin heavy chain (MHC)-positive differentiated muscles (Supplementary Fig. 2f; Supplementary Fig. 3a).

**Fig. 1:**
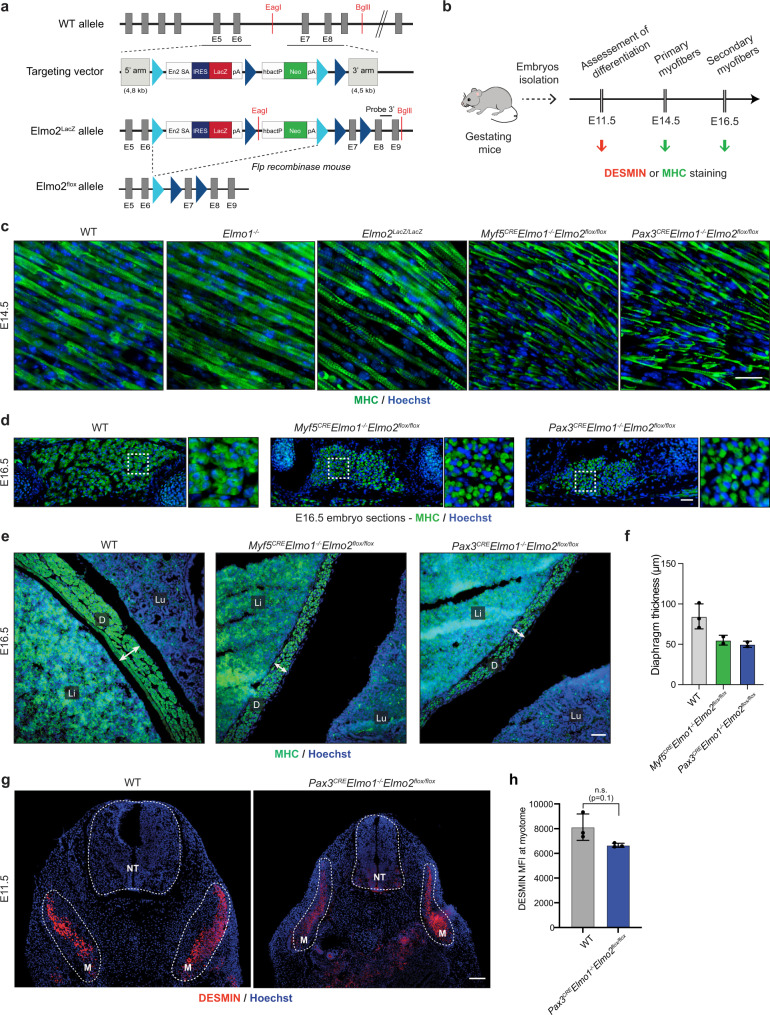
Elmo1 and Elmo2 are essential for myoblast fusion. **a** Partial representation of the *Elmo2* locus to demonstrate the strategy for the generation of *Elmo2*^*LacZ*^ and *Elmo2*^*flox*^ mice. The WT allele, the targeting vector and the recombined alleles are illustrated. The strategy and the probes used for southern blotting (Supp. Fig. 2c) are also indicated. The targeting vector contained a splice acceptor site and an IRES upstream of the *Elmo 2* exon 6, followed by the *LacZ* reporter gene. Consequently, a truncated form of *Elmo2* should be produced in fusion with IRES and *β-galactosidase*, thus resulting in a non-functional protein (*Elmo2*^*LacZ*^ mice). *Elmo2*^*flox*^ mice were generated by breeding *Elmo2*^*LacZ*^ with *Flp* expressing mice. En2 SA: splice acceptor of mouse Engrailed2 exon 2; IRES: internal ribosome entry site; *LacZ*: gene encoding β-galactosidase; pA: polyadenylation signal; hbactP: human β-actin gene promoter; *Neo*: neomycin resistance gene. **b** Schematic representation showing the analysis performed on mouse embryos. Differentiation of muscle cells was assessed on E11.5 embryos, primary fibers following the first wave of myogenesis were analyzed on E14.5 embryos, and secondary myofibers following the second wave of myogenesis were analyzed on E16.5 embryos. **c** Longitudinal muscle sections of E14.5 embryos. Myosin heavy chain (MHC)-positive multinucleated myofibers are present in WT, *Elmo1*^*−/−*^ and *Elmo2*^*LacZ/LacZ*^ embryos, while only mononucleated muscle cells are present in either *Myf5*^*CRE*^*Elmo1*^*−/−*^*Elmo2*^*flox/flox*^ or *Pax3*^*CRE*^*Elmo1*^*−/−*^*Elmo2*^*flox/flox*^ embryos. This experiment was done at least 3 times per genotype. **d**–**f** Sections of E16.5 embryos. **d** A reduction in muscle content is observed in both *Myf5*^*CRE*^*Elmo1*^*−/−*^*Elmo2*^*flox/flox*^ and *Pax3*^*CRE*^*Elmo1*^*−/−*^*Elmo2*^*flox/flox*^ embryos. This experiment was done at least two times per genotype. **e** The diaphragm thickness is smaller in both *Myf5*^*CRE*^*Elmo1*^−*/*^*Elmo2*^*flox/flox*^ and *Pax3*^*CRE*^*Elmo1*^*−/−*^*Elmo2*^*flox/flox*^ embryos. **f** Quantification of the diaphragm thickness from **e**. Data are presented as the mean values +/− SD (*n* = 3 embryos for WT; *n* = 2 embryos for *Myf5*^*CRE*^*Elmo1*^*-/*^*Elmo2*^*flox/flox*^ and *Pax3*^*CRE*^*Elmo1*^*−/−*^*Elmo2*^*flox/flox*^). **g** Similar DESMIN expression is observed in control WT and *Pax3*^*CRE*^*Elmo1*^*−/−*^*Elmo2*^*flox/flox*^ embryos. **h** Quantification of DESMIN mean fluorescent intensity (MFI) at the myotome from **g**. Data are presented as the mean values +/− SD (*n* = 3 embryos). Mann-Whitney test (two-tailed) was used to determine the *p*-value. i liver, D diaphragm, Lu lung. Muscle cells and fibers were stained with anti-MHC (green) or anti-DESMIN (red), and Hoechst (blue) to reveal nuclei. (Scale bar: **c**, **d**, **e** = 50 µm; **g** = 100 µm). Source data are provided as a Source Data file.

To investigate the requirement for *Elmo1* during formation of multinucleated myofibers in vivo (Fig. 1b), we analyzed the formation of nascent myofibers in E14.5 mouse embryos and found that multinucleated myofibers were similar in wild-type (WT) and *Elmo1*^*−/−*^ embryos (Fig. 1c). We confirmed that *Elmo1*^*−/−*^ animals were viable and found that the cross-sectional area (CSA) of the myofibers in adult muscles was not significantly different from that in WT muscles (Supplementary Fig. 4). To explore the role of ELMO2 in myogenesis, we interbred heterozygous *Elmo2*^*LacZ*^ mice to generate *Elmo2*-deficient animals (*Elmo2*^*LacZ*/*LacZ*^) and found that *Elmo2* was essential for embryonic development (Supplementary Table 1). Multinucleated primary muscle fibers were detected in E14.5 *Elmo2*^*LacZ*^ embryos (Fig. 1c). To test for possible functional redundancy, we generated *Elmo1* and *Elmo2* double knockout animals, but this resulted in early embryonic lethality precluding analyses of myogenesis (Supplementary Table 1). We thus generated a conditional KO model (cKO) of *Elmo2* (*Elmo2*^*flox*^) (Fig. 1a; Supplementary Fig. 5a). To validate this new conditional mouse mutant, we crossed *Elmo2*^*flox*^ mice with the global deleter *Meox2*^*CRE*^ mice to generate an ubiquitous deletion of *Elmo2*, which resulted in embryonic lethality similar to the *Elmo2*^*LacZ*^ mutant (Supplementary Fig. 5b; Supplementary Table 1). To achieve specific deletion of *Elmo2* in skeletal muscles, we used two independent CRE mice, *Myf5*^*CRE*^ and *Pax3*^*CRE*^, which are commonly used to conditionally delete genes in the muscle lineage (Supplementary Fig. 5c). Both *Myf5*^*CRE*^*Elmo2*^*flox/flox*^ and *Pax3*^*CRE*^*Elmo2*^*flox/flox*^ mice were obtained at the expected Mendelian ratio and showed no obvious muscle phenotype in adults despite the absence of the *Elmo2* protein (Supplementary Fig. 3b; Supplementary Fig. 4; Supplementary Table 2). Interbreeding of *Elmo1*^*−/−*^ mice with *Myf5*^*CRE-*^ or *Pax3*^*CRE-*^ *Elmo2*^*flox*^ mice to generate double homozygous mice (*Myf5*^*CRE*^*Elmo1*^*KO*^*Elmo2*^*flox/flox*^ and *Pax3*^*CRE*^*Elmo1*^*−/−*^*Elmo2*^*flox/flox*^), resulted in embryonic or perinatal lethality (Supplementary Fig. 5d; Supplementary Table 2). RT-qPCR analyses revealed that the deletion of *Elmo1* and *Elmo2* did not change *Elmo3* expression (Supplementary Fig. 5e). Molecular analyses revealed severe myoblast fusion defects in the absence of both ELMO1 and ELMO2 since mononucleated myofibers were detected (Fig. 1b, c). A reduction in muscle content was detected in E16.5 embryos, i.e. after the second wave of myogenesis, further confirming the myoblast fusion defects (Fig. 1b, d). Notably, the diaphragm was thinner in the *Elmo1/2* double homozygous mutant embryos (Fig. 1e, f) and failed to attach to the ribs (Supplementary Fig. 5f). The impaired fusion phenotype did not appear to be secondary to myogenic differentiation defects (Fig. 1b) since we detected DESMIN and MYOD expressing cells in myogenic fields in E11.5 *Elmo1/2* double mutant embryos, suggesting that differentiation was occurring normally (Fig. 1g, h; Supplementary Fig. 6a, b). We also detected the terminal differentiation marker MHC at E14.5 and E16.5 (Fig. 1c, d). Similarly, no difference in the number of mitotic or apoptotic myoblasts was observed in *Elmo1/2* double homozygous mutant embryos (Supplementary Fig. 6c–f). Collectively, these results demonstrate that ELMO1 and ELMO2 have redundant functions and are essential for embryonic myogenesis through their role in regulating primary myoblast fusion.

### Modulating developmental myoblast fusion in vivo by conformational alterations of ELMO2

We took advantage of the auto-inhibitory regulation of the ELMO/DOCK complex to create *Elmo2* mouse models that would either decrease or increase signaling output (Supplementary Fig. 7a, b; Fig. 2a)^43–45^. In the closed conformation, the N-terminal domain of ELMO (NTD), composed of a RAS-Binding Domain (RBD), an ELMO Inhibitory Domain (EID) and an ELMO domain, are in direct contact with the PH domain of ELMO and the DHR-2 domain of DOCK^44^ (Fig. 2a). In the open conformation, the NTD of ELMO1 undergoes a ~120 degree rotation which relieves inhibitory contacts and exposes the RBD for binding to RHOG or ARL4A GTPases and the DHR-2 for RAC activation (Fig. 2a)^44^. To decrease signaling from ELMO2/DOCK, we generated a knock-in mouse line with a mutation in the ELMO2 RBD that abolishes its function (*Elmo2*^*RBD*^) (Fig. 2a; Supplementary Fig. 7a). Conversely, to increase signaling from this complex, we generated a knock-in mouse line with a mutation in the ELMO2 EID that favors its open conformation (*Elmo2*^*EID*^) (Fig. 2a; Supplementary Fig. 7b). The correct insertion of these mutations was extensively validated (Supplementary Fig. 7c–e). *Elmo2*^*RBD/RBD*^ and *Elmo2*^*EID/EID*^ mutant mice were viable and showed no gross abnormalities (Supplementary Table 3). We also confirmed that the RBD or EID mutations do not change the levels of expression of the resulting proteins (Supplementary Fig. 7f–g). As previously reported, the L43A mutation in the RBD of ELMO1 abolished its binding to RHOG or ARL4A^43,49^. To confirm that this modification had the same effect on ELMO2, WT and L43A mutant ELMO2 were purified to homogeneity and NMR spectroscopy was used to assess whether the L43A mutant had reduced affinity for RHOG. When we titrated ELMO2 WT into ^15^N-labeled GMPPNP-loaded RHOG-GMPPNP, significant line-broadening was observed in the RHOG spectrum consistent with a slow tumbling rate of the large resulting complex (~105 kDa), in agreement with a bona fide interaction (Supplementary Fig. 8a). In contrast, we observed minimal line-broadening upon titration of ELMO2 L43A, suggesting that binding was disrupted (Supplementary Fig. 8b). Isothermal titration calorimetry determined a binding affinity of 10.3 μM for RHOG and WT ELMO2, while no binding could be measured for the L43A mutant (Supplementary Fig. 8c, d). These data confirm that the *Elmo2*^*RBD*^ mutant mouse expresses an ELMO2 protein with a defective RBD. We previously developed a monomolecular biosensor of ELMO2 that demonstrated that the I196D mutation promotes an open conformation^43^. In support of this conclusion, analysing the Cryo-EM structure of the ELMO1-DOCK2 binary complex^44^ indicated that substituting a charged Asp residue for the hydrophobic residue Ile204 (equivalent of I196D in Elmo2) would destabilize the closed conformation. These data confirm that the *Elmo2*^*EID*^ mouse model expresses an open conformation ELMO2 protein.

**Fig. 2:**
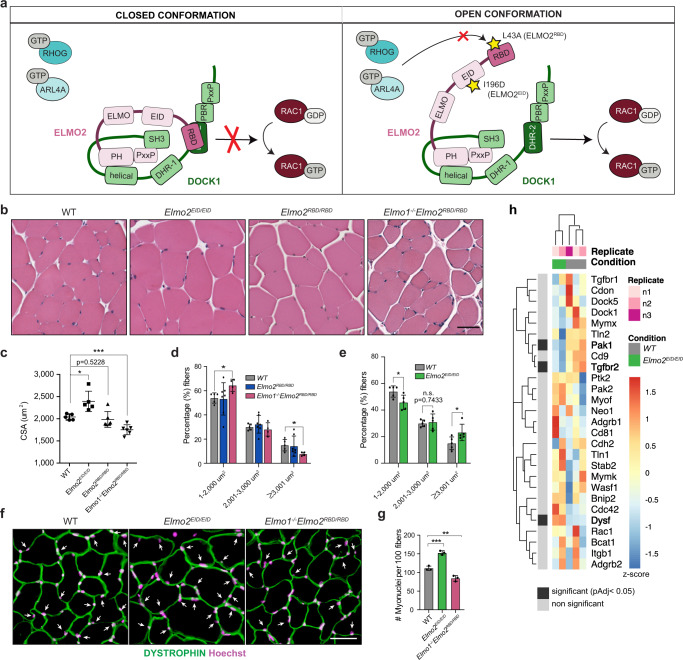
Manipulating ELMO2 conformational regulation impacts on myoblast fusion during muscle development and growth. **a** Schematic representation showing the closed and open conformations of the ELMO-DOCK complex. In the closed state, ELMO is in a closed conformation and the DHR-2 domain of DOCK is blocked by the RBD domain of ELMO, thus preventing RAC1 activation and the binding of interactors to the RBD of ELMO. Upon activation of the ELMO-DOCK complex, binding sites for ELMO interactors become available and the DHR2 of DOCK can activate RAC1. The RBD L43A mutation abrogates the binding of the RHOG and ARL4a GTPases, hence diminishing the signaling from ELMO/DOCK. The EID I196D mutation favors the open conformation of ELMO, which increases RAC1 activation by ELMO/DOCK. **b** Representative muscle fibers cross-sections of the indicated mice stained with H&E. **c** Quantification of **b** showing the mean myofibers cross-sectional area (CSA) +/−SD per genotype (*n* = 5 mice). **d**, **e** Distribution of myofibers size from (**b**) of the indicated mice. Data are presented as the mean values +/− SD (*n* = 5 mice). **f** Cross-sectional muscle sections of WT, *Elmo2*^*EID/EID*^ and *Elmo1*^*−/−*^*Elmo2*^*RBD/RBD*^ mice stained with anti-DYSTROPHIN (green) and Hoechst (magenta). Arrowheads indicate myonuclei located inside the myofibers. **g** Quantification of the number of myonuclei located inside the myofibers of **e**. Data are presented as the mean values +/− SD (*n* = 3 mice). (Scale bar: 50 µm). The Student’s *t-*test (for comparison of two independent groups) was used to calculate the *P*-values (two-tailed) presented in **c**–**e**, **g**; *P < 0.05, **P < 0.01, ***P < 0,001. **h** Expression heatmap of known fusogenes between WT and *Elmo2*^*EID/EID*^ myoblasts. Samples and genes were clustered using Euclidian distance. *P*-values for differential expression were calculated using the Wald test and adjusted for multiple comparisons using the Benjamini-Hochberg method. Significantly differentially expressed genes (padj < 0.05) are represented by black boxes. Source data are provided as a Source Data file.

To test whether manipulating ELMO2 conformation can impact cell fusion, we analyzed the CSA of muscle fibers in 3-month-old mice and found that *Elmo2*^*RBD/RBD*^ mice displayed no obvious muscle phenotype, possibly due to functional compensation by ELMO1 (Fig. 2b–d). To test this, we interbred *Elmo1*^*−/−*^ and *Elmo2*^*RBD*^ mice to generate *Elmo1*^*−/−*^*Elmo2*^*RBD/RBD*^ mice, which gave rise to viable offspring (Supplementary Table 3). Analysis of the myofiber CSA of these mice revealed smaller muscle fibers when compared to control mice, demonstrating that signaling of ELMO2 via its RBD is important for normal muscle development (Fig. 2b–d). To directly examine cell fusion, muscle sections from these mice were stained for DYSTROPHIN and the nuclei located inside the sarcolemma (DYSTROPHIN-stained membrane) were quantified. The number of nuclei per myofiber was decreased in *Elmo1*^*−/−*^*Elmo2*^*RBD/RBD*^ mice demonstrating that less fusion has occurred during muscle development (Fig. 2f–g). In contrast, *Elmo2*^*EID/EID*^ mice were characterized by the presence of larger myofibers (Fig. 2b, c, e) and a higher number of nuclei per fiber was observed, demonstrating that more fusion had occurred (Fig. 2f–g). 

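Primary myoblasts are muscle precursor cells taken from the leg muscles of mice, which leave the cell cycle and fuse into myotubes in differentiation medium. RNA was sequenced from WT myoblasts (n = 3) and Elmo2EID/EID myoblasts (n = 2), each differentiated for 72 h. The authors enriched poly-A RNA, aligned the read pairs to GRCm38 with STAR, counted uniquely mapped reads per gene on the reverse strand with featureCounts and deposited counts divided by a DESeq2 size factor for each sample. The table lists 54232 genes, of which 27369 were above 0 in at least 1 sample. Every positive value (100.0%) was a whole multiple of the smallest value of its sample, so that the read counts behind the values could be recovered. The recovered totals were 48851316, 39630757 and 35021856 for WT replicates 1, 2 and 3, and 49192931 and 49381544 for Elmo2EID/EID replicates 1 and 2. At these totals, 3 reads correspond to between 2.65 and 3.73 normalized counts. The 10 most abundant genes took between 9.54% and 10.38% of the reads of a sample. Fold changes below are Elmo2EID/EID over WT on the scale of log2(normalized count + 1), which understates the change of genes with low counts. They were tested with limma's moderated test with a mean-variance trend over the 18156 genes with at least 5 normalized counts in at least 1 sample, with Benjamini-Hochberg adjustment.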

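Elmo2 itself had 1642, 1539 and 1660 normalized counts in the WT samples and 1441 and 1327 in the Elmo2EID/EID samples, a log2 fold change of -0.22 (standard error 0.07, adjusted p = 0.226 from limma with Benjamini-Hochberg adjustment). The knock-in changes a codon and not the amount of RNA by design, so this level does not check the labels. Across the transcriptome, 404 genes had an adjusted p-value under 0.05, 197 of them higher and 207 lower in Elmo2EID/EID myoblasts. The paper's own tool, the DESeq2 Wald test, called 961 genes when run on the recovered reads, 412 higher and 549 lower, and 399 of the 404 genes were among them. Same-numbered samples of the genotypes did not deviate together. Over 15107 genes, the difference between replicates 1 and 2 in WT had a correlation of -0.201 with that in Elmo2EID/EID, a correlation across genes, which are not independent replicates. With the replicate number as a block, 224 genes passed, and with the numbers crossed, a pairing chosen after this correlation was seen, 1041 passed. WT replicate 3 has no partner in either pairing, so both give the fold change without it. Of the genes called higher, 85 were pseudogenes, whose reads the counting of unique alignments could have split with near-identical parent genes. The levels of the parent genes left this open.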

To explore whether long-term alteration in ELMO2 conformation might lead to compensating changes in gene expression, we isolated and differentiated primary myoblasts from WT and *Elmo2*^*EID/EID*^ mice and analysed their transcriptomes by RNA-Seq (~900 differentially expressed genes identified; Supplemental Fig. 9 and Supplemental Dataset 1), with particular attention paid to differential expression of genes coding for core myoblast fusion machinery. 

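All 27 genes of the heatmap in Fig. 2h had at least 5 normalized counts in at least 1 sample. Dysf (ENSMUSG00000033788, chromosome 6, 84008590 to 84211060) had 10584 ± 624 normalized counts (SD, n = 3) in WT and 26398 ± 608 (SD, n = 2) in Elmo2EID/EID myoblasts, a log2 fold change of 1.32 (standard error 0.07, adjusted p = 6.0e-04 from limma with Benjamini-Hochberg adjustment). Pak1 (ENSMUSG00000030774, chromosome 7, 97788541 to 97912381) had 3229 ± 142 and 2295 ± 149 normalized counts, a log2 fold change of -0.49 (standard error 0.07, adjusted p = 0.0249 by the same limma test). Tgfbr2 (ENSMUSG00000032440, chromosome 9, 116084293 to 116175360) had 1321 ± 155 and 915.9 ± 111 normalized counts. Its log2 fold change of -0.53 (standard error 0.12) had an adjusted p of 0.0974 by limma with Benjamini-Hochberg adjustment over all genes. Thus 2 of the 27 passed when adjusted over all genes tested, and 3 passed when adjusted over the 27 alone, with Tgfbr2 at 0.0386. The 27 genes are the paper's selection and include its calls on these data, so the count over the list alone shows no stability. The groups did not overlap for 10 of the 27, these 3 included, and chance gives such a separation for 20.0% of genes. The 25 genes that did not pass over all genes, Tgfbr2 included, had log2 fold changes from -0.53 to 1.05. The DESeq2 Wald test on the recovered reads called 3 of the 27, Tgfbr2 included. With the replicate numbers crossed, a pairing chosen after the data were seen, 4 passed. With the replicate number as a block, 1 passed, Dysf, and Pak1 had an adjusted p of 0.0935 by limma with Benjamini-Hochberg adjustment.

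**Figure D1:**
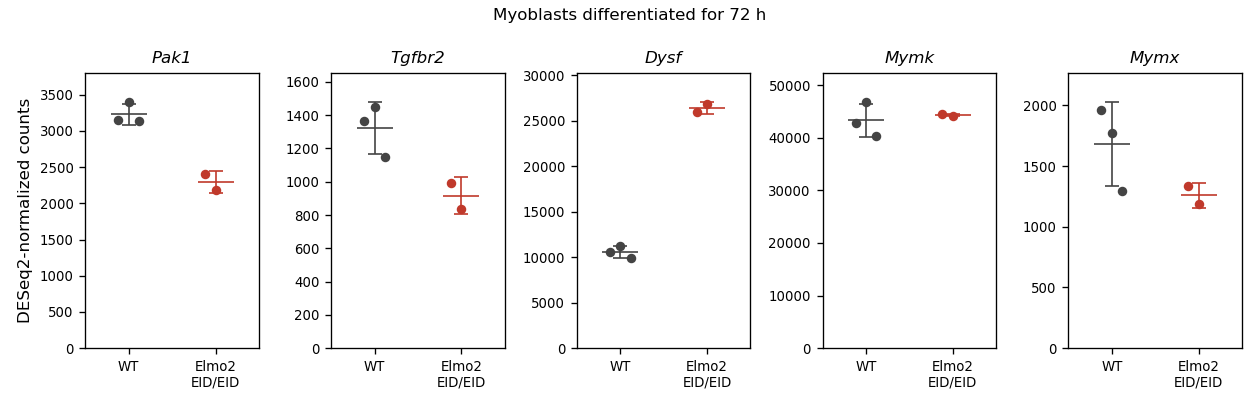
DESeq2-normalized counts (vertical axis, starting at 0) of 5 fusion genes in WT (grey, n = 3) and Elmo2EID/EID myoblasts (red, n = 2). Points are samples, horizontal lines are means and error bars are SDs. The groups are separate for Pak1, Tgfbr2 and Dysf and overlap for Mymk and Mymx.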

Among the 30 genes associated in the literature with myoblast fusion, 27 were expressed in our myoblasts and the expression of three (*PAK1*, *TGFBR2*, *DYSF*) was altered (Fig. 2h; Supplementary Fig. 9d). Notably, the expression of the fusogenes *MYMK* and *MYMK* were not affected. 

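Mymk (ENSMUSG00000009214, chromosome 2, 27061636 to 27072179) had 43302 ± 3189 normalized counts (SD, n = 3) in WT and 44324 ± 213 (SD, n = 2) in Elmo2EID/EID myoblasts. Its log2 fold change was 0.04 (standard error 0.08, adjusted p = 0.881 from limma with Benjamini-Hochberg adjustment). Mymx (ENSMUSG00000079471, chromosome 17, 45600971 to 45602102) had 1678 ± 345 (SD, n = 3) and 1258 ± 105 (SD, n = 2) normalized counts, a log2 fold change of -0.40 (standard error 0.17, adjusted p = 0.349 by the same limma test). The WT samples had 1965, 1775 and 1295 normalized counts of Mymx and the Elmo2EID/EID samples 1333 and 1184, so the groups overlap. With the replicate number as a block, Mymx had an adjusted p of 0.0665, and with the numbers crossed, a pairing chosen after the data were seen, 0.0231, both from limma with Benjamini-Hochberg adjustment. Both pairings leave WT replicate 3, the only WT sample within the Elmo2EID/EID range, out of the fold change. Without that sample and without a block, the adjusted p was 0.0553 by the same limma test. The lower values are thus no evidence for a pairing.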

Collectively, these results demonstrate that controlling the signaling output of the ELMO/DOCK complex through manipulation of the conformation of ELMO2 impacts skeletal muscle development.

### Modulating muscle regeneration in vivo by conformational changes of ELMO2

These results led us to investigate whether the myoblast fusion process could be manipulated for regenerative purposes. To this end, regeneration of tibialis anterior (TA) muscles was analyzed by measurement of muscle cross-sectional area (CSA) in *Elmo2*^*RBD/RBD*^ and *Elmo2*^*EID/EID*^ mice at 7, 14 and 21 days following cardiotoxin (CTX)-induced injury. While *Elmo2*^*RBD/RBD*^ mice presented a normal muscle regeneration profile in comparison to WT or *Elmo1*^*−/−*^ mice, the CSA of regenerated muscle fibers from *Elmo1*^*−/−*^*Elmo2*^*RBD/RBD*^ mice revealed a decrease in myofiber size at both 14 and 21 days following CTX injections, demonstrating that muscle regeneration was less efficient when signaling by the RBD of ELMO2 was abolished (Fig. 3a–c). Conversely, *Elmo2*^*EID/EID*^ mice exhibited larger regenerated muscle fibers at both 14 and 21 days following the CTX-induced injury (Fig. 3a, d–e). Strikingly, a higher number of myofibers with three nuclei or more was observed in *Elmo2*^*EID/EID*^ mice, demonstrating that more myoblast fusion events occurred in the regenerating muscles of these mice (Fig. 3f). Notably, 7 days following CTX-induced injury the measured fibers size and number of nuclei per fiber was similar between WT and *Elmo2*^*EID/EID*^, suggesting that increased myoblast fusion in mice expressing ELMO2^EID^ occurs after this stage (Supplementary Fig. 10a–d). Besides, post-injury inflammatory response seemed unaffected by ELMO2^EID^ as depicted by the equivalent infiltration of F4/80+ macrophages at the injection site 3 days post injury in *Elmo2*^*EID/EID*^ and control mice (Supplementary Fig. 10e). To investigate whether expression of ELMO2^EID^ is sufficient to enhance fusion in the absence of ELMO1, we interbred *Elmo1*^*−/−*^ with *Elmo2*^*EID/EID*^ mice. However, viable *Elmo1*^*−/−*^ *Elmo2*^*EID/EID*^ offspring could not be recovered (Supplementary Table 3). These data demonstrate that the autoinhibition activity of the ELMO/DOCK proteins is essential for embryonic development. Although E14.5 and E16.5 embryos were grossly abnormal (Supplementary Fig. 11a), skeletal muscle from E14.5 embryos showed no obvious defects and fusion occurred normally when only ELMO2^EID^ was expressed (Supplementary Fig. 11b). Finally, the number of PAX7-positive satellite cells was similar in *Elmo2*^*EID/EID*^ and *Elmo1*^*−/−*^*Elmo2*^*RBD/RBD*^ mice, making it unlikely that a change in the available stem cell pool was responsible for the observed variations in fiber size seen in these models (Fig. 3g–h). These results demonstrate that manipulation of the conformation of ELMO2 impacts skeletal muscle regeneration.

**Fig. 3:**
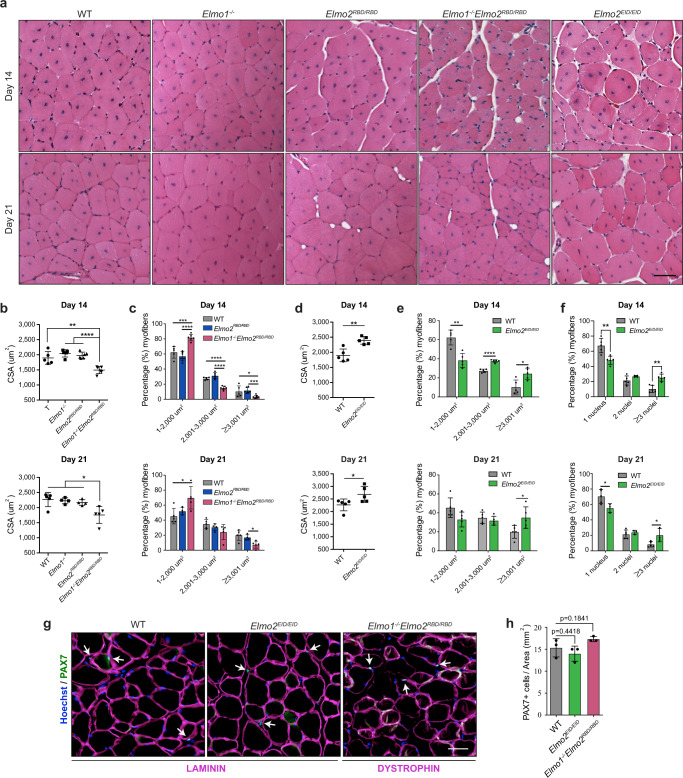
Manipulating ELMO2 conformational regulation impacts on myoblast fusion during muscle regeneration. **a** Representative cross-sections of TA muscle 14 and 21 days following CTX-induced injury. **b–f** Quantification of (**a**) showing **b**, **d** the mean CSA per mice, **c**, **e** the percentage (%) of myofibers at different ranges of myofiber size and **f** the number of nuclei per myofibers at day 14 and 21 following injury for the indicated mice. Data are presented as the mean values +/−  SD (*n* = 5 mice). **g**, **h** The number of PAX7-positive cells is not affected in both *Elmo2*^*EID/EID*^ and *Elmo1*^*/-*^*Elmo2*^*RBD/RBD*^ mice. Satellite cells are stained with anti-PAX7 (green), the basement membrane of muscle is stained with anti-LAMININ or anti-DYSTROPHIN (magenta) antibodies and nuclei were revealed with Hoechst (blue). (Scale bar: 50 µm). **h** Quantification of (**g**) Data are presented as the mean values +/− SD (*n* = 3 mice) The Student’s *t*-test (for comparison of two independent groups) was used to calculate the *P*-values (two-tailed) in **b**–**f**, **h**; *P < 0.05, **P < 0.01, ***P < 0,001 and ****P < 0.0001. Source data are provided as a Source Data file.

### ELMO2 conformation mutants impact fusion in a myoblast-intrinsic manner

Because the knock-in mouse models of *Elmo2* produce ELMO2^RBD^ or ELMO2^EID^ proteins in the whole organism, we sought to determine whether the observed effects on cell fusion in vivo were the result of myoblast-intrinsic mechanisms. To test this, we isolated primary myoblasts and assessed differentiation and fusion in vitro. Our results revealed decreased fusion in primary myoblasts derived from *Elmo1*^*−/−*^*Elmo2*^*RBD/RBD*^ mice as indicated by an increase in mono-nucleated MHC-positive fibers with a concomitant decrease in fibers of three or more nuclei (Fig. 4a, b). In contrast, myoblasts isolated from *Elmo2*^*EID/EID*^ mice showed evidence of increased fusion activity characterized by an increase in MHC-positive myofibers containing three nuclei or more and a decrease in mononucleated cells (Fig. 4a, b). Since *Elmo2*^*EID/EID*^ mice have larger fibers during muscle development and regeneration, we investigated whether the *Elmo2*^*EID*^ myoblasts have an increased capacity for myoblast-myotube fusion. We performed a mixed cell population assay in which isolated WT cells stained with a live cell tracking dye (red—pseudo colored magenta) were differentiated into myotubes and subsequently mixed with myoblasts from either WT or *Elmo2*^*EID/EID*^ mice that were stained with a green tracking dye (Fig. 4c). In this approach, the appearance of light pink myofibers are indicative of a fusion between the magenta myotubes and the green myoblasts (Fig. 4c). When *Elmo2*^*EID*^ myoblasts were mixed with WT myotubes, an increased proportion of light pink fibers was observed as compared to the same experiment using control myoblasts, demonstrating that more myoblasts fused when the active form of ELMO2 was expressed (Fig. 4d, e). No change in the mRNA levels of differentiation markers was detected in the myoblasts expressing the open conformation form of ELMO2 (Fig. 4f). *MYMK* and *MYMX* mRNA levels, as assessed by RT-qPCR, were also unchanged following differentiation of *Elmo2*^*EID*^ myoblasts (Fig. 4f), suggesting that the increase in myoblast fusion observed in these cells was not a result of increased expression of the fusogens. Moreover, we detected no difference in actin organization at different stages of differentiation of WT and ELMO2^EID^ myoblasts (Supplementary Fig. 12a–f). Given the importance of RAC1 signaling in cell migration, we investigated by live imaging whether cell motility alterations could explain the differences in cell fusion and no differences were found in either speed or directionality between WT primary myoblasts or cells isolated from *Elmo1*^*−/−*^*Elmo2*^*RBD/RBD*^ or *Elmo*^*EID/EID*^ mice (Supplementary Fig. 12g–h). Collectively, these results demonstrate that manipulating the conformational state of ELMO2 directly modulates the fusion capability of myoblasts, but not their differentiation or migration, in vitro.

**Fig. 4:**
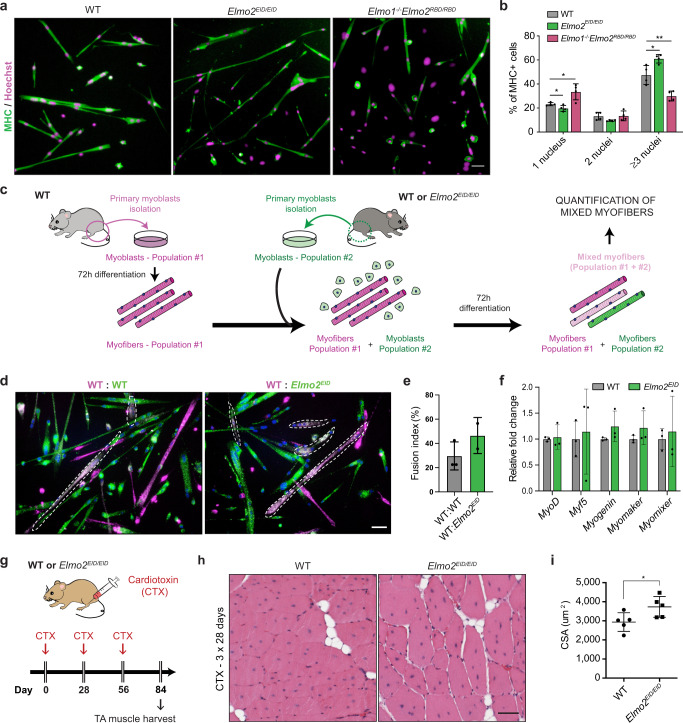
Manipulating ELMO2 conformational regulation regulates myoblast fusion in a cell intrinsic manner. **a** Fusion assay performed with primary myoblasts isolated from the indicated mice after 72 h of differentiation. Myoblasts were stained with anti-MHC (green) and Hoechst (magenta) to reveal the nuclei (*n* = 4). **b** Quantification of (**a**) showing the fusion index of mononucleated (1 nucleus), binucleated (2 nuclei) and multinucleated myofibers (≥3 nuclei). Data are presented as the mean values +/− SD (*n* = 4). **c** Schematic representation of the mix population assay performed with primary myoblasts isolated from the indicated mice. The first population of primary myoblasts were stained with a red dye (represented here in magenta) and were differentiated for 72 h. A second population of primary myoblasts of the indicated genotypes were stained with a green dye and added with the magenta myofibers. A second round of differentiation was induced for 72 h and light pink myofibers (mixed myofibers) were quantified. **d** Mix population assay performed with primary myoblasts, as described in **c**. **e** Quantification of (**d**) showing the fusion index of light pink myofibers (mixed myofibers) for each condition. Data are presented as the mean values +/− SD (*n* = 3 independent experiments for WT:WT and *n* = 2 independent experiments for WT:Elmo2^EID^). **f** Relative fold change from the indicated differentiation markers were obtained from RNA sequencing performed on WT or *Elmo2*^*EID*^ myoblasts differentiated for 72 h. Data are presented as the mean values +/− SD (*n* = 3). **g** To induce multiple cycles of degeneration/regeneration, CTX was injected in the TA 3 times, every 28 days. One month following the last injection, muscle was harvested and analyzed. **h** Representative muscle cross-sections stained with H&E of mice of the indicated genotype following repeated CTX injections. **i** Quantification of (**g**) showing the mean CSA per mice. Data are presented as the mean values +/− SD (*n* = 5 mice). (Scale bar: 50 µm). Student’s *t*-test (for comparison of two independent groups) was used to calculate the *P*-values (two-tailed) presented in **b** and **i**; *P < 0.05, **P < 0.01. Source data are provided as a Source Data file.

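In the RNA sequencing data, Myod1 (ENSMUSG00000009471, chromosome 7) had 19203 ± 775 normalized counts (SD, n = 3) in WT and 17180 ± 153 (SD, n = 2) in Elmo2EID/EID myoblasts, and a ratio of means of 0.895. Its log2 fold change was -0.16 (standard error 0.06, adjusted p = 0.3 from limma with Benjamini-Hochberg adjustment). Myog (ENSMUSG00000026459, chromosome 1) had 48688 ± 1607 and 52078 ± 2073 normalized counts, a ratio of 1.07 (adjusted p = 0.583 by the same limma test). Myf5 (ENSMUSG00000000435, chromosome 10) varied most within WT, with 3122, 2188 and 4399 normalized counts, against 5152 and 5254 in Elmo2EID/EID myoblasts. Its ratio was 1.61, and its log2 fold change of 0.74 (standard error 0.26) had an adjusted p of 0.237 by limma with Benjamini-Hochberg adjustment. With the replicate number as a block, that adjusted p was 0.049, and without WT replicate 3 it was 0.051. With the numbers crossed, a pairing chosen after the data were seen, it was 0.00617. Both pairings leave WT replicate 3, the WT sample nearest the Elmo2EID/EID values, out of the fold change. The DESeq2 Wald test gave Myf5 an adjusted p of 0.418 and edgeR's quasi-likelihood test 0.252, both with Benjamini-Hochberg adjustment. The ratios of means of Mymk and Mymx were 1.02 and 0.75. The legend of Fig. 4f names RNA sequencing with n = 3, while the results text names RT-qPCR for Mymk and Mymx. With n = 2 for Elmo2EID/EID here, these ratios need not be the values of that figure.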

Increase in fusion for regenerative or therapeutic purposes should not come at the expense of depleting satellite cells. To mimic chronic muscle diseases where myofibers undergo cycles of degeneration and regeneration and to test for the effect of ELMO2-activated myoblast fusion on the available pool of satellite cells, we conducted multiple CTX injection/regeneration assays in *Elmo2*^*EID/EID*^ mice (Fig. 4g). Analysis of the tibialis anterior (TA) muscles from *Elmo2*^*EID/EID*^ mice revealed the presence of larger fibers even after several rounds of muscle injury (Fig. 4h, i). These results demonstrate that the pools of satellite cells required for muscle injury repair are maintained in *Elmo2*^*EID/EID*^ mice, allowing for sustained improvements in muscle regeneration.

### ELMO2-mediated increase of myoblast fusion improves the dystrophic features of DYSFERLIN-null mice

Carey-Fineman-Ziter syndrome is caused by rare inherited myopathies implicating genes involved in myoblast fusion^22^. Mutations that weaken the function of the myoblast-specific fusogens MYMK and MYMX are the most direct examples of such genes. Although there are no existing animal models that mimic Carey-Fineman-Ziter syndrome resulting from MYMK mutations, mutations in *DYSF*, the gene responsible for heterogenous limb-girdle muscular dystrophy type 2B (LGMD2B), results in myoblast fusion deficiency. LGMD2B patients are predominantly affected in the proximal muscles of the limbs and trunk^50^. Primary myoblasts derived from LGMD2B patients have low MYOG expression level, but also show severe myoblast fusion defects as mostly binucleated fibers were detected in vitro^26^. Accumulation of DYSF at the growing end of the myofibers, where myoblasts are fusing, suggests a function for the protein during fusion^26^. Indeed, *Dysf*-null mice exhibit many of the key features seen in LGMD2B patients, including progressive muscular dystrophy, myofibers with centrally localized nuclei, muscle necrosis, fat replacement and infiltration of macrophages^27,51^. Like myoblasts derived from LGMD2B patients, *Dysf*-null myoblasts display defective fusion in vivo and in vitro^27^. Myofibers from *Dysf*-null mice present a reduced CSA, and although explanted myoblasts can form binucleated myofibers, they are unable to form larger fibers through fusion of additional myoblasts, suggesting that DYSF regulates myoblast to myotube fusion^27^. Hence, *Dysf*-null mice represent a valid pre-clinical model in which the value of increasing myoblast fusion efficiency in disease outcome can be tested.

To this end, *Dysf*^*−/−*^ and *Elmo2*^*EID/EID*^ mice were crossed and the resulting *Dysf*^*−/−*^*Elmo2*^*EID/EID*^ animals were challenged with CTX-injections to induce tissue regeneration and to test myoblast fusion. Analysis of myofibers CSA at 14 days following CTX-induced injury demonstrated that *Dysf*^*−/−*^ mice display smaller myofibers (Fig. 5a, b). Strikingly, the myofiber CSA was restored and similar to that seen in control animals in *Dysf*^*−/−*^*Elmo2*^*EID/EID*^ mice, suggesting that ELMO2 in an open conformation can rescue the myoblast fusion defects due to the absence of DYSF (Fig. 5a, b). PAX7 staining and quantification demonstrated that the observed phenotypes were not linked to a variation in the number of stem cells (Fig. 5c, d). We also verified that ELMO2 expression was similar in WT, *Dysf*^*−/−*^ and *Dysf*^*−/−*^Elmo2^EID^ muscles (Fig. 5e). To determine whether the ELMO2^EID^-dependent increase in myoblast fusion corrected additional features of the disease as it progresses, we analyzed the quadricep muscles of aging mice (8–12 months old). As expected, the muscle from *Dysf*^*−/−*^ mice displayed myofibers with centrally located nuclei^27,52^, in agreement with the notion that these muscle fibers are constantly undergoing repeated cycles of degeneration/regeneration (Fig. 5f, g). Moreover, necrotic myofibers and fatty deposits were observed in these mice (Fig. 5f, h–i). Interestingly, expression of the active form of ELMO2 in the *Dysf*^*−/−*^ mice led to a decrease in the number of myofibers with centrally located nuclei as well as the amount of necrotic myofibers (Fig. 5g–h). In contrast, the abnormal fatty deposits were not rescued in the *Dysf*^*−/−*^*Elmo2*^*EID/EID*^ (Fig. 5f, i). To determine whether the open conformation ELMO2 could directly rescue the fusion defects of *Dysf*-null myoblasts, we performed in vitro experiments and found that cells isolated from *Dysf*^*−/−*^*Elmo2*^*EID/EID*^ mice displayed an increased capacity to fuse as compared to *Dysf*^*−/−*^ mice (Fig. 5j, k). These results directly demonstrate that increasing the activity of the ELMO2/DOCK complex through a conformational change in ELMO2 can improve the efficiency of myoblast fusion in both normal animals as well as in models of clinically relevant diseases where fusion is impaired.

**Fig. 5:**
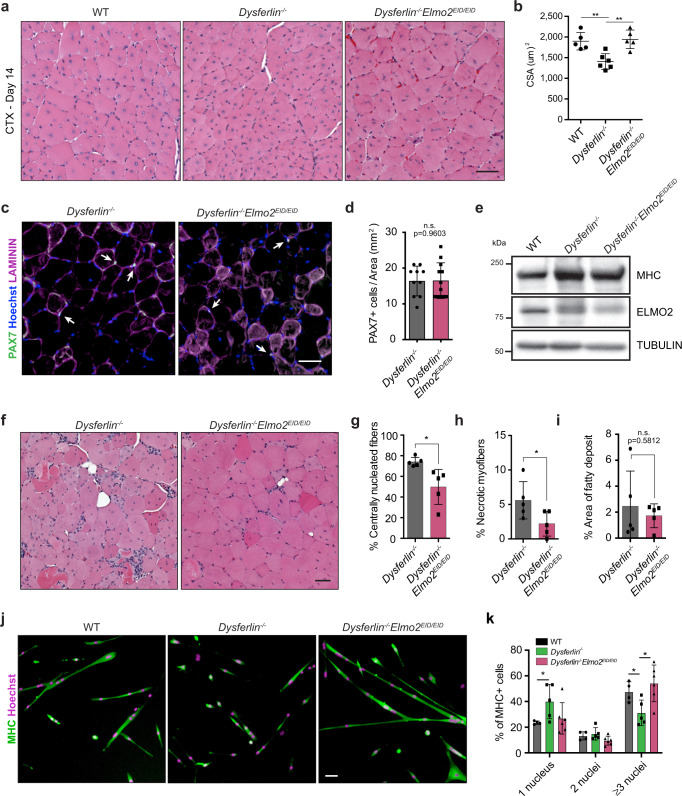
Expression of open conformation of ELMO2 rescues the dystrophic phenotypes of the *Dysferlin*−/− mouse model. **a** Representative muscle cross-sections of the indicated mice stained with H&E, at day 14 following CTX-injection. **b** Quantification of (**a**) showing the mean CSA per mice +/−SD (*n* = 5 mice). WT mice used for quantification are the same group as in Fig. 2g–l. **c** Representative muscle cross-sections of mice of the indicated genotypes stained with anti-LAMININ(magenta), anti-PAX7 (green) and Hoechst (blue). Arrowheads indicate PAX7-positive cells located on the myofibers. **d** Quantification of the number of PAX7-positive cells from (**c**). Data are presented as the mean values +/− SD (*n* = 10 measurements for Dysferlin^*−/−*^, *n* = 12 for Dysferlin^*−/−*^Elmo2^EID/EID^, from two mice per condition). **e** Western blot analysis of ELMO2 expression in primary myoblast isolated from the indicated mice genotypes. Data are representative from two independent mice per condition. **f** Representative cross-sections of myofibers stained with H&E, from aged (8–12 months old) mice of the indicated genotypes (*n* = 5 mice). **g**–**i** Quantification of the muscle cross-sections from (**f**) of the percentage of the centrally located nuclei myofibers (**g**), necrotic myofibers (**h**) and area of fatty deposit (**i**). Data are presented as the mean values +/− SD (*n* = 5). **j** Fusion assays performed on primary myoblasts isolated from mice of the indicated genotypes (*n* = 5). **k** Quantification of (**j**) showing the fusion index of MHC-positive myofibers. Data are presented as the mean values +/− SD (*n* = 5). WT myoblasts used for quantification are the same cells as in Fig. 4a, b. (Scale bar: 50 µm). Student’s *t*-test (for comparison of two independent groups) was used to calculate the *P*-values (two-tailed) in **b**, **d**, **g**–**i**, **k**; *P < 0.05, **P < 0.01. Source data are provided as a Source Data file.

## Discussion

The fusion of myoblasts relies on at least two critical mechanisms: the expression of fusogenic proteins and actin dynamics^9,12–14,53–56^. How these two aspects are interconnected remains to be determined^57^ and the exact contribution of ELMO/DOCK-mediated actin dynamics to fusion has not yet been deciphered. Our work provides an important conceptual advance in understanding the process of myoblast fusion by demonstrating an essential contribution of both ELMO1 and ELMO2 proteins to embryonic myoblast fusion, revealing their evolutionarily conserved role in this process^46^. We found that mice lacking both ELMO1 (globally) and ELMO2 (muscle specific) died at birth, and we speculate that this is secondary to respiratory failure as a result of poorly developed muscles. At this time, we don’t know the cause of death following global ELMO2 elimination and further study of this mouse model may reveal additional biological functions unique to ELMO2.

We also established that we can genetically modulate the signaling output of the ELMO2/DOCK complex by altering the conformational state of ELMO2 in mice. With this approach, we were able to decrease ELMO2-mediated signaling by inactivating its RBD, therefore uncoupling the ELMO2/DOCK complex from RHOG and ARL4A, leading to decreased fusion in vivo during development and regeneration, as well as in vitro. Conversely, in similar assays, we could increase myoblast fusion both in vivo and in vitro by stabilizing ELMO2 in an open conformation. Mechanistically, the increase in fusion mediated by ELMO2^EID^ is independent from the changes in the expression levels of the fusogenes (MYMK and MYMX). Comparing the expression levels of genes known to be part of the core machinery of myoblast fusion revealed changes in only *Pak1*, *Tgfbr2* and *Dysf* (Fig. 2h). 

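Each Elmo2EID/EID sample had fewer Tgfbr2 normalized counts (994.5 and 837.3) than each WT sample (1366, 1449 and 1149). With each sample left out in turn, the log2 fold change stayed between -0.65 and -0.40. The DESeq2 Wald test on the recovered reads gave an adjusted p of 0.00878 and edgeR's quasi-likelihood test 0.0886, both with Benjamini-Hochberg adjustment.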

Recent studies demonstrated that TGFBR2 contributes to pace the speed of myoblast fusion^20,21^ and accordingly, the decreased expression of this gene in ELMO2^EID^ myoblasts is consistent with increased fusion. The increased expression of *Dysf* in *Elmo2*^*EID*^ myoblasts is interesting and warrants further mechanistic studies. However, we found that ELMO2^EID^ rescues fusion of *Dysf-null* myoblasts suggesting that upregulation of DYSF is not essential for the pro-fusion effects of this protein. 

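Dysf had 25968 and 26828 normalized counts in the Elmo2EID/EID samples against 10596, 11201 and 9953 in WT. With each sample left out in turn, the log2 fold change stayed between 1.28 and 1.36. Its adjusted p was 0.00712 with the replicate number as a block, by limma with Benjamini-Hochberg adjustment. From studies in which TGFBR2 contributed to the speed of myoblast fusion, the paper proposes that the lower Tgfbr2 expression goes with the increased fusion. From the rescue of Dysf-null myoblasts by ELMO2EID, it proposes that the higher Dysf expression is not essential for this effect.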

In WT myoblasts, it is possible that ELMO proteins act in concert with DYSF. Collectively, these results suggest a direct role of the ELMO2^EID^ mutation on RAC-controlled signaling events, although we cannot exclude functionally important transcriptional changes. We found that mice lacking ELMO1 and expressing ELMO2^RBD^ demonstrate muscle regeneration defects, but are otherwise apparently normal. This reveals that the RBD domain in these proteins is not vital to their functions. Conversely, mice lacking ELMO1 but expressing ELMO2^EID^ displayed severe lethal developmental abnormalities. It is possible that this modification could either cause excessive RAC1 activation that disturbs embryogenesis or that this “activating” mutation also leads to the loss of some of ELMOs’ other functions. We strategically engineered mice with RBD or EID mutations in the endogenous gene locus to preserve normal temporal expression and physiological levels of the resulting ELMO2 mutant proteins. A limitation of this approach is that additional cell types may be affected by ELMO2 conformational changes, such as alterations in the recruitment of immune cells to injured muscles. However, experimentally, we found that macrophages were recruited similarly to the muscles of control or *Elmo2*^*EID*^ mice following CTX injection. Our in vitro experiments further confirmed our hypothesis that changes in ELMO2 conformation modulate myoblast fusion. These results strongly support a myoblast-specific function of ELMO2^EID^ in the increased regeneration phenotypes observed in this study.

Taken together, our data demonstrate that the ELMO/DOCK pathway could be exploited for regenerative therapies by using the conformation of ELMO2 to modulate RAC1 signaling. Superimposing the ELMO2-BAI1 complex^58^ onto the ELMO1 subunit of the DOCK2-ELMO1^44^ complexes indicated that the BAI receptor-binding site on ELMO1 is accessible only in the active ternary DOCK2-ELMO1-RAC1 complex (Supplementary Fig. 13a). In the inactive binary DOCK2-ELMO1 complex, ELMO1 adopts a closed autoinhibited conformation that buries the BAI receptor-binding site. In the binary state, residues of the BAI receptor-binding site form intramolecular interactions with the PH domain of ELMO1 (ELMO1^PH^) (Supplementary Fig. 13b). Thus, BAI peptides binding to this site would release the ELMO1-induced auto-inhibition, thereby stabilizing the active conformation of DOCK2-ELMO1, and could be exploited for regenerative strategies.

ELMO/DOCK signals downstream of the G-protein-coupled receptors BAI1 and BAI3 in myoblast fusion^8,10,15^. It is possible that the open conformation of ELMO facilitates binding to these receptors, but we have not been able to demonstrate this. Alternatively, since individual knockouts of BAI1 and BAI3 have relatively modest myogenesis phenotypes, we believe that there may be additional cell surface proteins that engage ELMO/DOCK to promote cell fusion. As such, it will be important to define the repertoire of ELMO-DOCK-associated proteins in myoblasts undergoing fusion to fully explain how this complex functions.

ELMO proteins have also been reported to contribute to Cadherin-mediated adherent junctions in MDCK epithelial cells and in *Drosophila* S2 cell^59^. Hence, one hypothesis is that ELMO-null cells have trouble establishing the strong cell-cell junctions needed for fusion. This should be explored in future studies. Alternatively, ELMO2^EID^ myoblast could have increased cell-cell contacts. We explored the differentially expressed genes between WT and ELMO2^EID^ myoblasts and found an enrichment in the GO term “cell-cell adhesion” (Supplementary Fig. 9c). 

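Dchs1, Lims2, Robo4, Esam, Perp and Itga2 were each higher in both Elmo2EID/EID samples than in any WT sample. A separation of 2 samples from 3, in either direction, arises by chance for 20.0% of genes. Robo4 (ENSMUSG00000032125, chromosome 9, 37401897 to 37415115) had 11.66 ± 7.76 normalized counts (SD, n = 3) in WT and 68.96 ± 20.4 (SD, n = 2) in Elmo2EID/EID myoblasts, a log2 fold change of 2.64 (standard error 0.57, adjusted p = 0.077 from limma with Benjamini-Hochberg adjustment). Perp (ENSMUSG00000019851, chromosome 10, 18845020 to 18857073) had 24.36 ± 9.13 and 73.43 ± 10.3 normalized counts and a log2 fold change of 1.60 (standard error 0.34, adjusted p = 0.071 by the same limma test). Dchs1 (ENSMUSG00000036862, chromosome 7, 105752990 to 105787654) was the most abundant, with 1345 ± 327 and 2224 ± 649 normalized counts, and had the smallest log2 fold change, 0.72 (standard error 0.25, adjusted p = 0.228 by limma with Benjamini-Hochberg adjustment). The log2 fold changes of Lims2, Esam and Itga2 were 1.03, 1.90 and 2.01. None of the 6 genes passed an adjusted p of 0.05 over all genes tested, and all 6 had an unadjusted p under 0.05. All 6 also passed when adjusted over the list alone, which shows no stability because the list was drawn from calls on these data. The DESeq2 Wald test on the recovered reads called all 6, and edgeR's quasi-likelihood test called 1, Robo4. With the replicate number as a block 1 passed, Dchs1. With the numbers crossed, a pairing chosen after the data were seen, 5 passed, all but Dchs1. Without WT replicate 3, 2 passed, Robo4 and Perp. In 5 of the 6 genes, all but Dchs1, the lowest WT value was in replicate 2, as it was in 12 of 12 endothelial marker genes and in 44.9% of the 296 protein-coding genes that DESeq2 called higher. Against the 44.1% among the 290 others so called, the one-sided exact binomial p was 0.064. The pattern thus does not set the 6 genes apart from those calls. Those calls could themselves include genes of endothelial RNA, so the comparison cannot exclude such RNA as a source of the 6 genes. The 12 endothelial marker genes had a mean log2 fold change of 1.71.

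**Figure D2:**
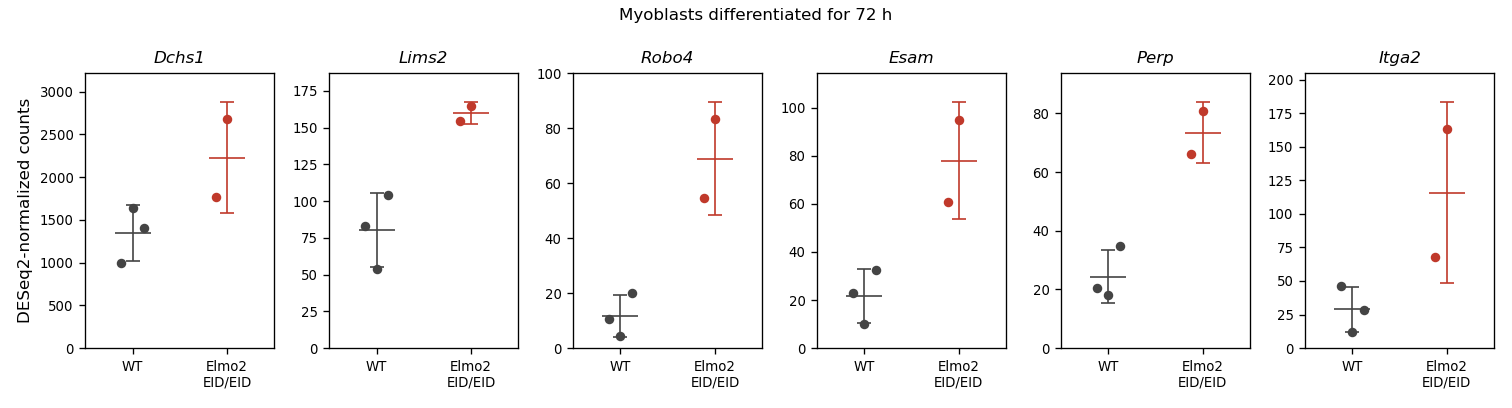
DESeq2-normalized counts (vertical axis, starting at 0) of the 6 adhesion genes in WT (grey, n = 3) and Elmo2EID/EID myoblasts (red, n = 2). Points are samples, horizontal lines are means and error bars are SDs. Both Elmo2EID/EID samples lie above the WT samples in each panel.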

From this, six genes were up regulated in *Elmo2*^*EID*^ myoblasts (*Dchs1*, *Lims2*, *Robo4*, *Esam*, *Perp* and *Itga2*), but none of them have yet been directly implicated in cell fusion.

We established that the open conformation of ELMO2 protein provides a therapeutic opportunity in a disease context. We revealed that ELMO2^EID^ corrects several features of the LGMD2B model (*Dysf*^*−/−*^ mice). Notably, ELMO2^EID^ rescued the fusion defects of *Dysf*-null myoblast in vivo and in vitro. This is a major advance since no therapies are currently available for this debilitating disease. Whether this will be applicable to other fusion diseases or muscular dystrophies that show extensive degeneration/regeneration features remains to be investigated. Controlling the conformational state of ELMO2 establishes the concept that increasing myoblast fusion efficiency provides a therapeutic opportunity in muscle diseases. Likewise, it can be broadened to other situations where muscle regeneration is affected, such as during physical activity, cachexia or aging. Hence, further understanding of the molecular events controlling this critical cell fusion event may reveal additional therapeutic targets to manipulate and improve myoblast function.

## Methods

### Muscle regeneration—cardiotoxin injury

Experiment was performed as previously described^15^. Briefly, mice were anesthetized by isoflurane inhalation. 50ul of cardiotoxin (CTX, stock concentration: 10 μM) from *Naja mossambica mossambica* (Sigma) was injected in the TA muscle of mice, with a 26-gauge needle. The TA muscles were collected at the indicated days following CTX-induced injury and processed for analysis by histology, as described below.

### Histology and myofibers CSA analysis

Adult muscles were dissected, fixed with 10% formalin and embedded into paraffin blocks (according to standard procedures). 5μm sections were obtained and stained with hematoxylin and eosin (H&E). Pictures of muscle sections were captured using Zeiss Axiophot microscope (between 5 and 10 pictures per mouse genotype). Quantification of the CSA of myofibers was done using the Volocity software (PerkinElmer Life and Analytical Sciences). More precisely, the outline of each single myofiber in one picture was drawn manually, for the Volocity software to calculate the area of the muscle fiber. For each mouse, the mean of the myofiber CSA was calculated and the value was used for the generation of the graphs using the Prism Graph software.

### Antibodies

Monoclonal antibodies anti-PAX7 (1:10) and anti-MYOSIN HEAVY CHAIN (MHC - MF20) (1:20) were obtained from the Development Studies Hybridoma Bank (Iowa City, IA) (Cat. Pax7 and MF20). Mouse monoclonal anti-DESMIN (1:100) was obtained from Sigma (Cat. D1033). Mouse monoclonal anti-MYOD (clone 5.8 A, 1:50) was obtained from BD Biosciences (Cat. 554130). Anti-DYSTROPHIN antibody (1:200) was obtained from Abcam (ab15277). Anti-phospho HISTONE-H3 (Ser-10) antibody (1:100) was obtained from Cell Signaling (#9701). Anti-LAMININ DyLight 650 antibody (1:250) was obtained from Novus (Cat. NB300-144C). Anti-ß-Galactosidase (1:100) was obtained from Thermo Fisher (A-11132). Alexa Fluor 488-conjugated-Rat monoclonal anti-F4/80 (clone A3-1, 1:100) was from Biorad (Cat. MCA497A488T). Rabbit polyclonal antibody against Elmo was custom generated (Genscript), and the antibody recognized both ELMO1 and ELMO2. Alexa Fluor 488 chicken anti-mouse IgG, Alexa Fluor 488 chicken anti-rabbit IgG, Alexa Fluor 568 goat anti-mouse IgG and Alexa Fluor 568 anti-rabbit (1:1000) were obtained from Thermo Fisher.

### Immunohistochemistry—embryo sections

For MHC, ß-Galactosidase and ELMO staining, experiment was performed as previously described^5^. Briefly, embryos were fixed in 4% paraformaldehyde for 1 h and incubated in 20% sucrose/PBS overnight. 10μm cryosections of embryos were obtained and antigen retrieval protocol (10 mM sodium citrate buffer, pH 6) was performed. Following blocking in 5% BSA/0.1% Tween-20/PBS for 1 h, embryo sections were incubated with primary antibody overnight. The next day, sections were incubated with secondary anti-mouse (MHC) or anti-rabbit (ß-Galactosidase and ELMO) antibody for 1 h and with Hoechst for 10 min. TUNEL kit was used to detect apoptotic cells, according to the manufacturer’s protocol. Anti-phospho-HISTONE-H3 antibody was used to detect mitotic cells. For MYOD and DESMIN staining, embryos were fixed in 4% paraformaldehyde for 5 min and incubated in 20% sucrose/PBS overnight. 10 μm sections were obtained from OCT: 20% sucrose/PBS (1:1) embedded embryos and permeabilized with 0.2% Triton/PBS. Following blocking in 1%BSA/PBS for 1 h, embryo sections were incubated with primary antibody (anti-MYOD or anti-DESMIN) overnight. The next day, sections were incubated with secondary antibody for 1 h and with Hoechst for 10 min. Slides were mounted with Mowiol (VWR) reagent.

### Immunohistochemistry—muscle sections

Adult muscles were dissected and embedded with OCT compound. 10 μm sections were obtained and fixed in 4% paraformaldehyde for 10 min. For PAX7 staining, antigen retrieval protocol (10 mM sodium citrate buffer, pH 6) was performed. Muscle sections were blocked with 10% goat serum/0.4% Triton/PBS for 1 h and incubated with primary antibody (anti-PAX7 in 1% BSA/0.04% Triton/PBS) overnight. The next day, sections were incubated with secondary antibody Alexa Fluor (1:300) and anti-LAMININ for 1 h and with Hoechst for 10 min. For DYSTROPHIN and F4/80 staining, muscle sections were permeabilized and blocked with 1% BSA/1% goat serum/0.025% Tween 20/0.2% (Triton X-100/PBS) for 1 h and incubated with primary antibody (anti-DYSTROPHIN) overnight. The following day, sections were incubated with secondary anti-rabbit Alexa Fluor antibody with or without Alexa Fluor-conjugated anti-F4/80 for 1 h and with Hoechst for 10 min. Slides were mounted with Mowiol (VWR) reagent.

### Animal experiments

Mice were housed in a specific pathogen-free (SPF) facility and experiments were approved by the Animal Care Committee of the Institut de Recherches Cliniques de Montréal in compliance with the Canadian Council of Animal Care guidelines. *Elmo1*^*−/−*^ mice were previously described^48^. Elmo2 KO first allele (reporter-tagged insertion with conditional potential) ES cells (clone H08) (used to generate *Elmo2*^*LacZ*^ and *Elmo2*^*flox*^ mice) were obtained from the International Mouse Phenotype Consortium (see Fig. 1a). *Myf5*^*CRE*^ mice (B6.129S4-Myf5 < tm3(cre)Sor > /J), *Pax3*^*CRE*^ mice (B6;129-Pax3^tm1(cre)Joe^/J) and *Meox2*^*CRE*^ mice (D2.129S4(B6)-Meox2^tm1(cre)Sor/SjJ^) were from the Jackson Laboratory and were previously described^60–62^. 

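In the mouse annotation for GRCm38 (GENCODE release M21), Elmo2 (ENSMUSG00000017670) is a protein-coding gene on the minus strand of chromosome 2, from 165288031 to 165326479. In its transcripts for a protein of 720 amino acids, the codon of the residue changed in L43A is CTG for leucine, and that of the residue changed in I196D is ATC for isoleucine. The CTG codon lies at 165315667 to 165315669 in coding sequence of exon 4 of 21, within the transcript sequence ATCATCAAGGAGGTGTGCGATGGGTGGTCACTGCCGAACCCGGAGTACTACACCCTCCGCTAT. The ATC codon lies at 165309002 to 165309004 in coding sequence of exon 8 of 21, within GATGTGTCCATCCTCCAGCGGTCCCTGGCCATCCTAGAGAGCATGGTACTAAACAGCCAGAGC. Both sequences are written in the direction of transcription and carry the reference allele, not the knock-in allele.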

*Elmo2*^*RBD*^ and *Elmo2*^*EID*^ mice were generated through homologous recombination (see targeting vector map in Supplemental Fig. 7a, b). *Dysferlin*^*−/−*^ mice were from the Jackson Laboratory (stock #012767) (mice were kindly given by the JAIN foundation) and were previously described^52^. All genotyping primers are found in Supplemental Table 4.

### Primary myoblasts isolation and C2C12 myoblasts

C2C12 murine myoblasts were purchased from ATCC and grown and differentiated into myotubes as previously reported^15^. Experiment was performed as previously described^15^. Briefly, primary myoblasts were isolated from leg muscles of mice. Muscles were minced mechanically and digested with trypsin and collagenase D in F12 media for 1 h–3 h at 37 °C. Cells were resuspended with PBS and incubate 1 min at RT in Red Blood Cell Lysis Solution (Sigma, cat#R7757). Isolation of myoblasts was performed using magnetic beads from Miltenyl Biotec (MACS Satellite Cell Isolation Kit (cat#130-104-268) and anti-INTEGRIN-7 MicroBeads (cat#130-104-261)), where cells were incubated on ice for 15 min prior to selection on columns (LS columns; Miltenyi Biotec, cat#130-042-401). Primary myoblasts were cultured on gelatin-coated dishes (Sigma, cat#G9382) in the following media: 39% DMEM with glutamax, 39% F12 with glutamax, 20% fetal bovine serum (Wisent) and 2% UltroserG (Pall Life Sciences, cat#15950-017). Myoblast differentiation was induced, by changing media for 2% horse serum in DMEM/F12 (with glutamax) for 72 h. Quantifications of the fusion index were performed manually by counting the number of nuclei per fiber using the Volocity software (PerkinElmer Life and Analytical Sciences).

### RNA extraction and library preparation

Primary myoblasts were isolated as described above. Seventy-two hours after differentiation, RNA was extracted using RNeasy columns following the kit protocol (QIAGEN, cat # 74104) RNA integrity was assessed on a Bioanalyzer (Agilent) and high-quality RNA samples (RNA integrity number ≥ 8) were used for library preparation. Poly-A RNAs were enriched from 1 ug total RNA using the NEBNext® Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, cat #E7490) and libraries were prepared using the KAPA Stranded mRNA-Seq Kit (Roche, cat # 07962142001) with 8 cycle enrichment to minimize PCR artifacts and an average fragment size of 324 base pairs. Libraries were sequenced on a HiSeq4000 in Paired-End 50 bp fragments with an average of 52 million fragments per library.

### RNA-Seq analyses

Fastq file quality was assessed using FASTQC and aligned to the mouse genome (GRCm38) directly without trimming using STAR^63^ 1-pass. Uniquely mapped reads for genes were quantified using featureCounts^64^ (reverse stranded) using the ENSEMBL GTF annotations (Release 67). Differential gene expression analysis was performed with DESeq^65^ (padj < 0.05). Statistical overrepresentation tests were performed with Panther, using the Panther^66^ GO-Slim annotations by comparing differentially expressed genes to all expressed genes (at least one replicate with 5+ normalized counts).

### Software and codes for RNA-Seq analyses

FASTQC (0.11.5), STAR (2.5.1b), featureCounts (1.4.6), DESeq2(1.34.0), dplyr(1.0.9), ensembldb (2.18.2), ggplot2(3.3.6), ggrepel (0.9.1), GO.db (3.13.0), org.Mm.eg.db (3.13.0), pheatmap (1.0.12), PantherDB (17.0), RColorBrewer (1.1-3), reshape (0.8.9), stringr (1.4.0), svglite (2.1.0).

### Mixed myoblast population assays

Staining was performed according to the manufacturer’s protocol, where primary myoblasts were stained with lipophilic cell tracking dyes PHK26 (red) or PHK67 (green) (SigmaAldrich). Briefly, following cell pellet suspension in 250ul of Diluent C, the 2x dye solution (1ul PKH in 250ul Diluent C) was added. Cells were incubated for 5 min with periodic mixing. The staining was stopped by adding an equal volume (500ul) of FBS. Finally, cell pellets were washed with F12 with glutamax media 3 times. After the last wash, the cells were resuspended in their culture media (39% DMEM with glutamax, 39% F12 with glutamax, 20% fetal bovin serum (Wisent) and 2% UltroserG (Pall Life Sciences)). Following differentiation of the two populations of myoblasts, the images were captured using the DMIRB microscope (Leica) with a 20X objective, to quantify the mixed fibers formed (see Fig. 4c). Quantification of pictures was done using the Volocity software (PerkinElmer Life and Analytical Sciences) by counting manually the number of nuclei per mixed (light pink) myofibers.

### Time-lapse

Time-Lapse movies were obtained using the DMIRE2 microscope (Leica) set up with an automated stage and a controlled environment (37 °C, 5% CO_2_, humidity; PECON). Pictures were acquired every 10 min during 6 h at 10X. Quantification of the migration speed was done using the Volocity software (PerkinElmer Life and Analytical Sciences).

### Whole mount in situ hybridization

Whole mount in situ hybridization was performed using standard procedures^67^. Briefly, embryos were rehydrated through a methanol series (100–30%), washed in PBST (0.1% Tween) and bleached for 1 h on ice in the dark using 6% hydrogen peroxide. Embryos were treated with Proteinase K at RT for 15 min (E11.5 embryos). Following the Proteinase K treatment, embryos were fixed again with 4% paraformaldehyde (PFA). Next, embryos were hybridized with the Digoxigenin (DIG)-labelled riboprobes in hybridization buffer (5× SSC pH 4.5; 50% deionized formamide; 1% SDS; 0.1% Tween; 5 mg/mL torula RNA, 0.5 mg/mL heparin) overnight at 68 °C. Embryos were washed with 1× TBS; 0.1% Tween, treated with 10% goat serum; 1% BSA and incubated with alkaline phosphatase-conjugated anti-DIG antibodies (1/3000; Roche) overnight at 4 °C. The coloration was achieved using nitrotetrazolium blue chloride (NBT)/5-bromo-4-chloro-3-indolyl-phosphate, 4-toluidine salt (BCIP) substrate (Roche). After staining, the samples were washed in PBS and post-fixed with 4% PFA. Embryos were photographed using a DFC450.C camera mounted on a Leica, Wetzlar, Germany M165FC stereomicroscope (Wetzlar, Germany). Three embryos per genotype were assayed for reproducibility (*n* = 3). Digoxigenin (DIG)-labelled antisense riboprobes were generated from cDNA using the following primers with the reverse primers containing the T7 promoter sequence (Supplementary Table 4).

### RNA extraction, DNase treatment and reverse transcription

RNA was extracted from isolated primary myoblasts or TA muscle directly. Briefly, dissected TA muscles were flash-frozen in liquid nitrogen and crushed in powder to allow RNA extraction with TRIzol (Invitrogen) according to the manufacturer’s protocol, as Qiagen’s RNeasy® Mini Kit was used for RNA extraction from isolated primary myoblasts. Samples were stored at −80 °C. Total RNAs underwent DNase treatment (Invitrogen) and reverse transcription was performed with M-MuLV Reverse Transcriptase (Invitrogen) and random primers, as recommended by the manufacturer.

### Real-time PCR

All reactions were performed in a Mc3005P real-time PCR system (Stratagene) using PowerUP^TM^ SYBR^TM^ Green Master Mix (Applied Biosystems) in triplicate as previously described^10^. Briefly, the run started with 2 min of UDG activation at 50 °C and 2 min of Taq activation at 95 °C followed by 40 cycles of denaturation (95 °C for 15 s), primer annealing and extension (60 °C for 1 min) ending with a melting curve analysis to assess the reaction specificity. The genes investigated were mElmo1, mElmo2, mElmo3 and mB2M was used as reference gene. Primers as listed in Supplementary Table 4.

### Southern blot

The genomic probes were amplified with ^32^P by PCR for use in Southern blot analysis and denatured with 1 N NaOH. Purified genomic DNA was digested overnight with the indicated restriction enzymes (see Fig. 1a and Suppl. Fig. 7a, b) and run on 0.8% agarose gel. DNA in the gel was denatured (Denaturation buffer: 1 M NaCl, 0.5 N NaOH) for 30 min. and neutralised (Neutralisation buffer: 3 M NaCl, 0.5 M Tris pH 7.5) for 30 min. Transfer was performed overnight in 10X SSC, followed by the hybridization step, where the membrane is incubated in Ambion for 1 h at 42 °C. The probe was added and left at 42 °C overnight. All washes were performed at 42 °C; gel was first rinsed with 2X SSC 0.1% SDS for 20 min, then rinsed with 0.2X SSC 0.1% SDS for 15 min and finally rinsed with 0.2X SSC.

### Protein expression and purification

The human RHOG cDNA (coding for residues 1-179) was cloned into pDEST17 using Gateway Technology, with a thrombin cleavage site inserted between the 6xHIS-tag and GTPase. The murine Elmo2 cDNA was cloned into the pGEX4T1 plasmid. The L43A mutant of Elmo2 was generated by site-directed mutagenesis. All sequences were verified by Sanger sequencing.

Non-isotopically labeled HIS-RHOG or GST-Elmo2 proteins were expressed in *Escherichia coli* BL21 codon+ cells in LB media by induction with 0.25 mM isopropyl-b-D-thiogalactopyranoside at 16 °C overnight. Isotopically labeled HIS-RHOG (^15^N) was expressed in minimal M9 media supplemented with 1 g/L ^15^NH_4_Cl. Cells were lysed via sonication in buffer comprising 20 mM Tris (pH 7.5), 150 mM NaCl, 5 mM MgCl_2_, 10% (vol/vol) glycerol, 0.4% Nonidet P-40 and either 1 mM DTT or 5 mM β-mercaptoethanol. Lysates were cleared by centrifugation and incubated with Ni-NTA or glutathione resin for 1–2 h at 4 °C. After washing in high salt buffer (20 mM Tris (pH 7.5), 500 mM NaCl, 5 mM MgCl_2_ and 1 mM DTT or 5 mM β-mercaptoethanol), HIS-RHOG was eluted with 250 mM imidazole followed by thrombin cleavage and the addition of 100 μM GDP. Cleaved RHOG was then further purified through a S75 size exclusion column. Cells expressing the GST-fusion Elmo2 proteins were lysed as above and bound to gluthatione sepharose for 1 h. GST-tagged Elmo2 proteins (WT or L43A mutant) were then eluted from the glutathione resin using 30 mM glutathione. Thrombin was added to the eluates overnight at 4 °C and proteins were subsequently purified through a S75 size exclusion column. For the GMPPNP nucleotide exchange of RHOG, a 10-fold molar excess of GMPPNP along with 10 mM EDTA and 1 μL of CIP (10,000 U/mL) is added for 10 min at 37 °C. 20 mM MgCl_2_ is then added to the samples and subsequently passed through an S75 gel filtration column in 20 mM Tris, pH 7.5, 100 mM NaCl, 5 mM MgCl_2_ and 1 mM DTT.

### NMR spectroscopy

NMR data were recorded on a 600 MHz Bruker UltraShield spectrometer at 25 °C equipped with 1.7 mm or 5 mm cryoprobes. Samples were prepared in 20 mM Tris, pH 7.5, 100 mM NaCl, 5 mM MgCl_2_ and 1 mM DTT and 10% D_2_O (vol/vol). Two-dimensional ^1^H/^15^N heteronuclear single quantum coherence (HSQC) spectra were processed with NMRPIPE and analyzed using NMRView.

### Isothermal titration calorimetry

RHOG interactions with Elmo2 full-length (WT and L43A) were measured using a MicroCal ITC200 (Malvern). Experiments were conducted in 20 mM Tris, pH 7.5, 100 mM NaCl, 5 mM MgCl_2_ and 1 mM DTT at 25 °C. For the Elmo2 full-length / RHOG interaction, 500 μM RHOG was titrated into 40 μM Elmo2 full-length (WT or L43A). Heats of dilution were determined from control experiments in which RHOG or Elmo2 were titrated into buffer alone. Datas were fit to a one-site binding model using Origin 7 (Microcal).

### Statistical analyses

Data are expressed as mean ± standard deviation from at least three independent experiments. Statistical analyses were performed with the Student’s *t*-test (for comparison of two independent groups), using the Prism Graph software. *P*-value < 0.05 was considered as significant (*P < 0.05, **P < 0.01, ***P < 0,001, ****P < 0.0001).

### Structural models

The following PDB coordinates were used to build the structural models: Ternary DOCK2-ELMO1-RAC1 (6tgc); Binary DOCK2-ELMO1 (6tgb); ELMO2-BAI1 (6idx). Figures were produced using ChimeraX^68^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

supplementary information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Supplementary dataset 1

## Data Availability

The raw RNA-seq data presented in Fig. 2h and Supplementary Fig. 9 have been uploaded to the GEO Datasets repository [https://www.ncbi.nlm.nih.gov/gds] and are available under the following accession number: GSE209546. The remaining data are available within the article, Supplementary Information, or available from the authors upon reasonable request. Fastq file quality was aligned to the publicly available mouse genome (GRCm38). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Biasing the conformation of ELMO2 reveals that myoblast fusion can be exploited to improve muscle regeneration
**Source:** Nat Commun. 2022 Nov 18;13:7077. doi: 10.1038/s41467-022-34806-4
**Supplement:** Supplementary file 1 — supplementary information

Tran et al.

**Biasing the conformation of ELMO2 reveals that myoblast fusion can be exploited for regenerative therapy**

Supplementary information

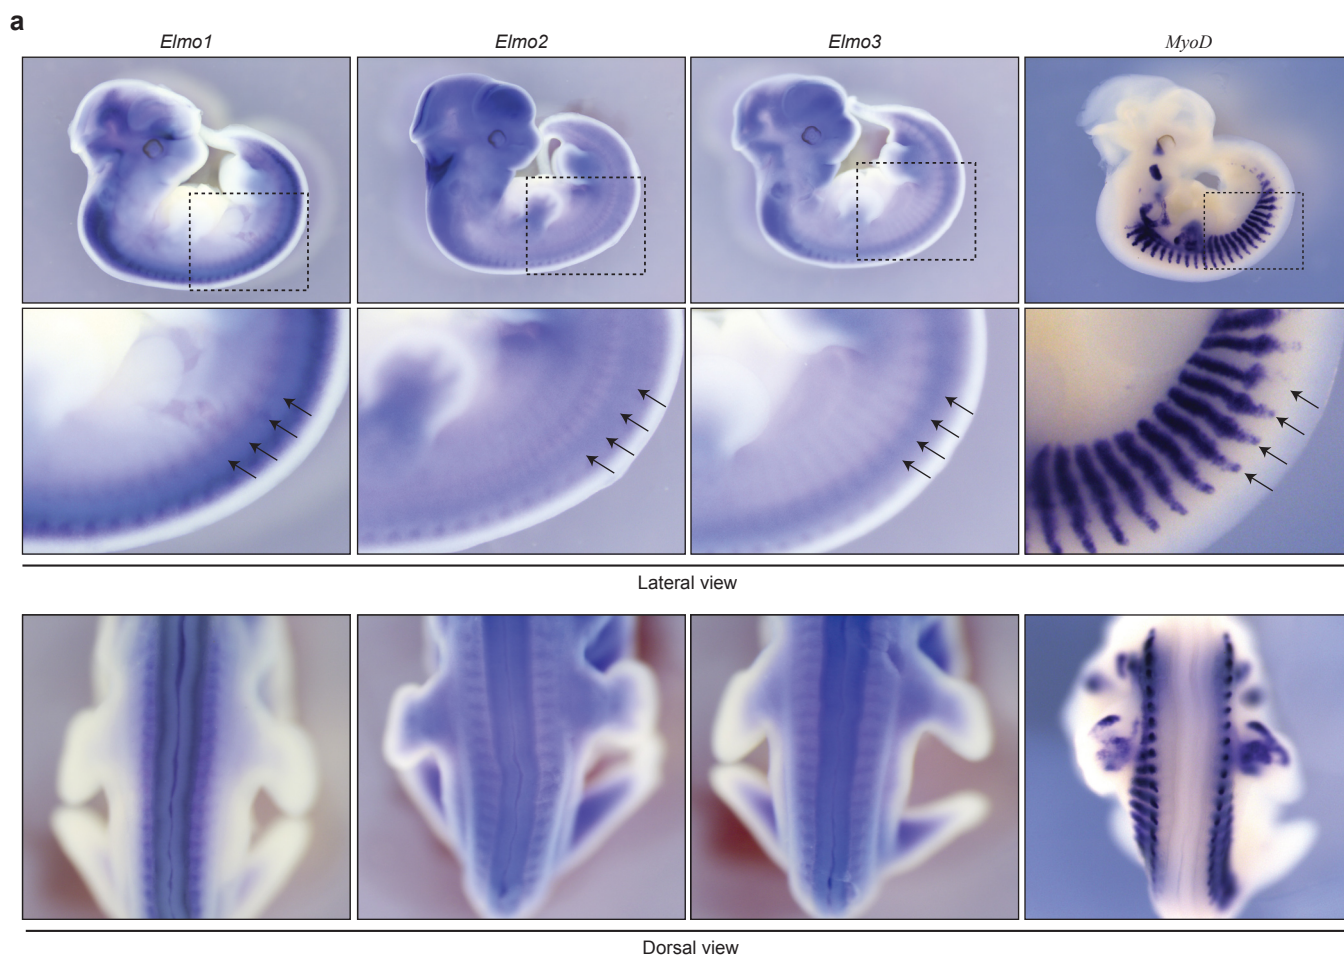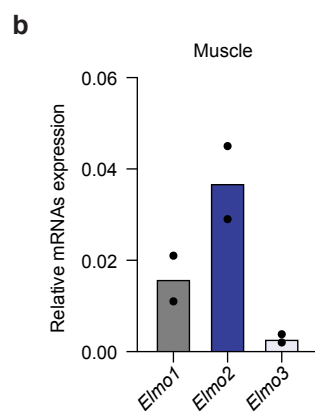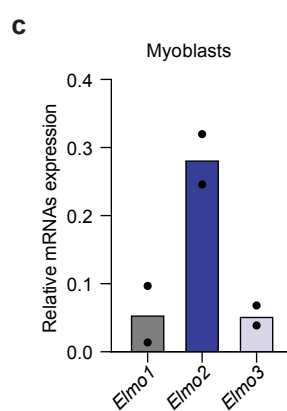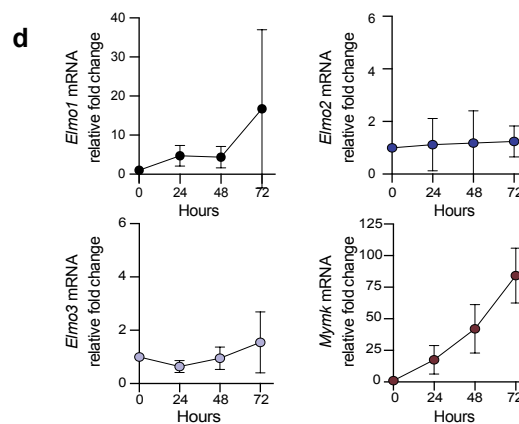

**Supplementary Figure 1. *Elmo* mRNAs are expressed in skeletal muscle and muscle progenitors. a)** Whole mount *in situ* hybridization using DIG-labelled anti-sense probes showing expression of *Elmo1*, *Elmo2*, *Elmo3* and *MyoD* mRNAs in E11.5 mouse embryos. *Elmo* mRNAs are broadly expressed during embryogenesis, including in somites (pointed by the arrows). **b-c)** qRT-PCR assays demonstrating the relative mRNAs expression of *Elmo1*, *Elmo2* and *Elmo3* (using the reference gene *mB2M*) in **b)** the TA muscle and **c)** primary myoblasts of WT mice. Bars are the mean of two different mice (dots). **d)** qRT-PCR assays demonstrating the relative change in mRNAs of *Elmo1*, *Elmo2* and *Elmo3* (using the reference gene b-actin) in C2C12 myoblasts from 0 to 72 h of differentiation. Data are the mean +/- SD of 3 independent experiments. Source data are provided as a Source Data file.

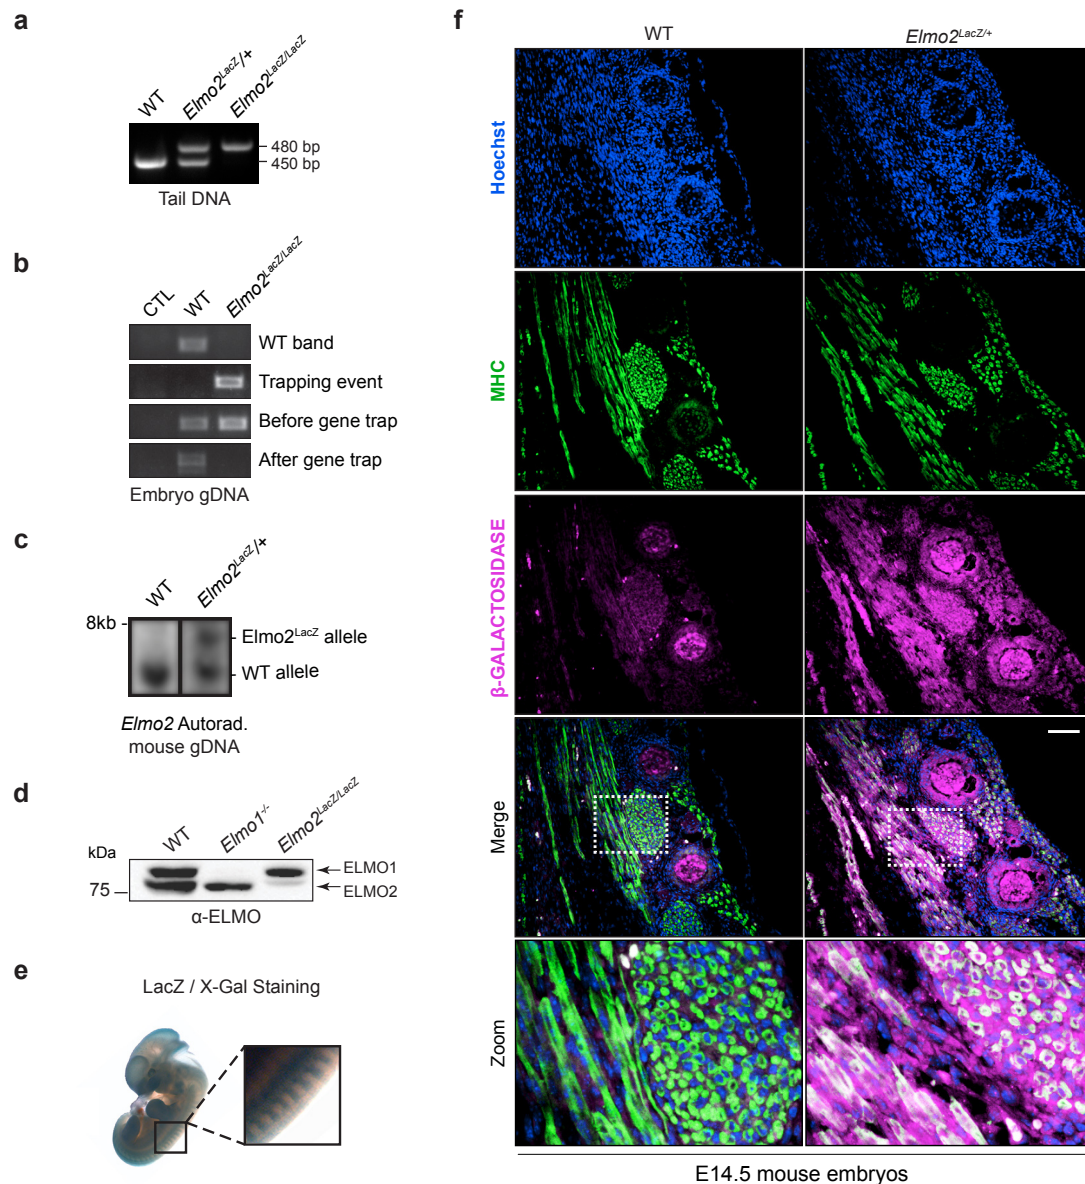

**Supplementary Figure 2. Characterization of the *Elmo2<sup>LacZ</sup>* mouse model.** To validate the generation of the *Elmo<sup>LacZ</sup>* mouse model, different approaches were used. **a)** PCR genotyping on mouse tail DNA yielded the following sizes of amplicon: 450 bp (WT) and 480 bp (*Elmo2<sup>LacZ</sup>*). **b)** RT-PCR analyses using RNA isolated from embryos confirms the trapping event in the *Elmo2<sup>LacZ</sup>* mice, thus demonstrating a functional LacZ reporter system. H<sub>2</sub>O was used as control. **c)** Southern blot results on genomic DNA isolated from WT and *Elmo2<sup>LacZ</sup>* heterozygous animals further confirms the proper rearrangement in the locus. The genomic DNA was digested with EagI/BglII and probed with a 3' intronic *Elmo2* fragment amplified by a PCR reaction containing <sup>32</sup>P-ATP (see Fig. 1a). **d)** Western blot demonstrating the expression of both ELMO1 and ELMO2 in WT embryo and confirming the loss of expression of ELMO1 in *Elmo1<sup>-/-</sup>* embryo and of ELMO2 in *Elmo2<sup>LacZ</sup>* embryo. Data are representative of 3 independent experiments. Source data are provided as a Source Data file. **e)** Whole mount X-gal staining of E11.5 heterozygous *Elmo2<sup>LacZ</sup>* embryo demonstrates expression of ELMO2 during embryogenesis, including in somites. **f)** E14.5 embryo sections stained with an anti-β-GALACTOSIDASE antibody (magenta), demonstrating the expression of ELMO2 in muscle cells. Myofibers are stained with an anti-MHC antibody (green) and nuclei were revealed with Hoechst (blue). This experiment was performed on two embryos per genotype (Scale bar: 50 μm).

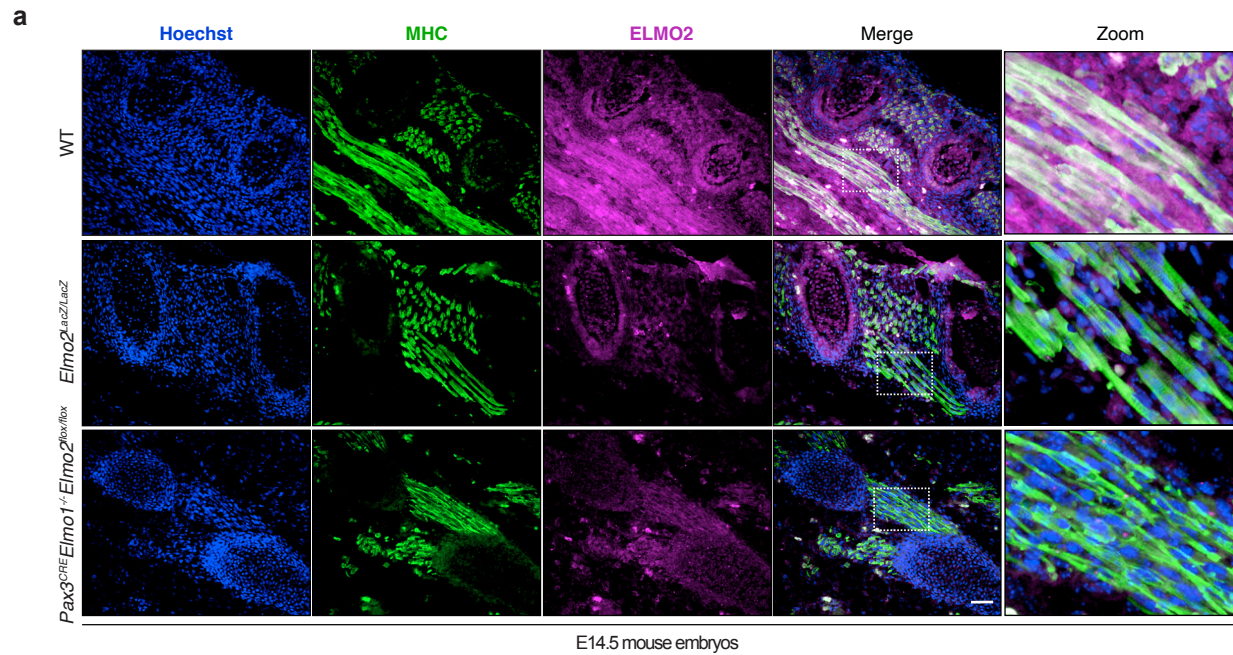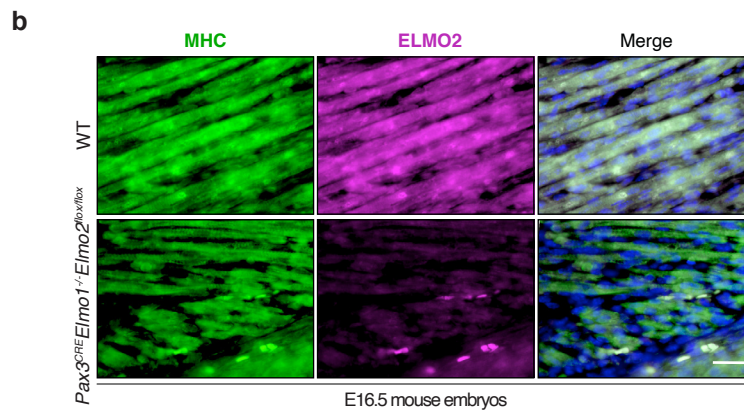

**Supplementary Figure 3. ELMO2 expression during muscle development.** Longitudinal sections of **a)** E14.5 and **b)** of E16.5 embryos of the indicated genotypes were stained with antibodies against ELMO (magenta) and MHC (green), and Hoechst (blue) was used to reveal the nuclei. These staining demonstrate the expression of ELMO2 in muscle cells. Notably, in (b), no signal is obtained for the anti-ELMO antibody in *Pax3<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>flox/flox</sup>* embryonic muscle, thus confirming the genetic ablation of *Elmo1* and *Elmo2*. Data are representative of 3 independent experiments. (Scale bar: a = 50  $\mu$ m; b = 25  $\mu$ m).

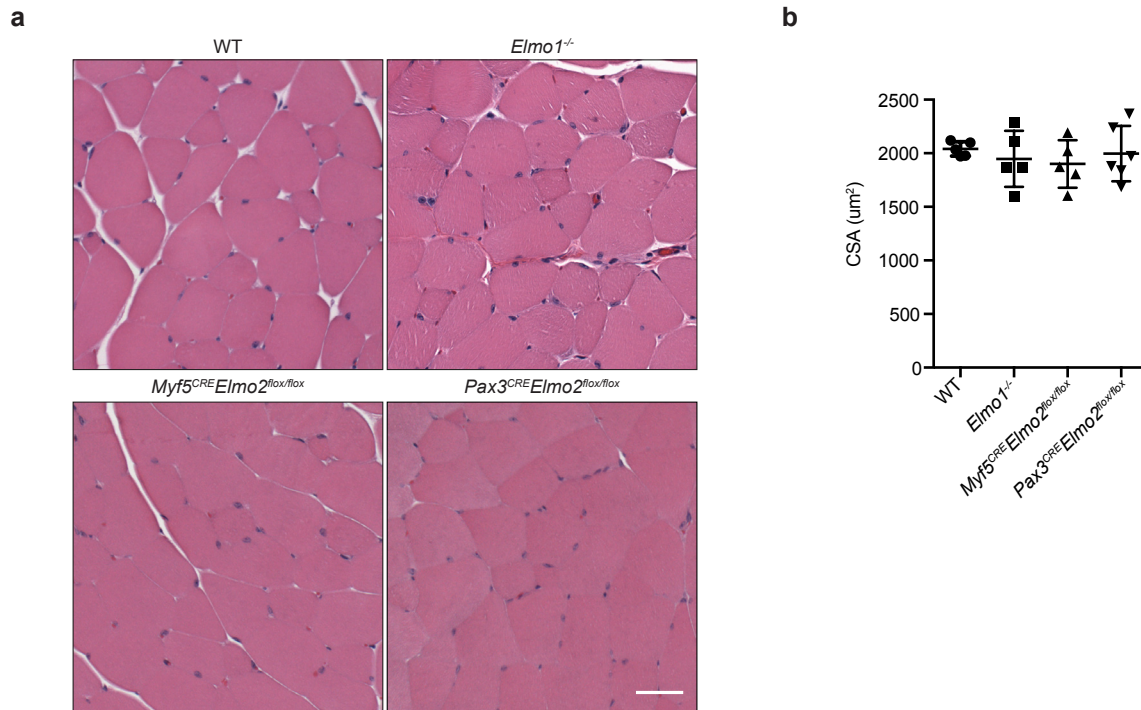

**Supplementary Figure 4. *Elmo1<sup>KO</sup>* and *Elmo2<sup>CKO</sup>* mice present normal muscle growth.** **a)** Representative muscle cross-sections of 3 months old mice of the indicated genotypes stained with H&E (n=5). Scale bar: 50  $\mu\text{m}$ . **b)** Quantification of (a) where the CSA of the myofibers of the indicated mice was analyzed. Data are presented as mean values  $\pm$  SD (n=5).

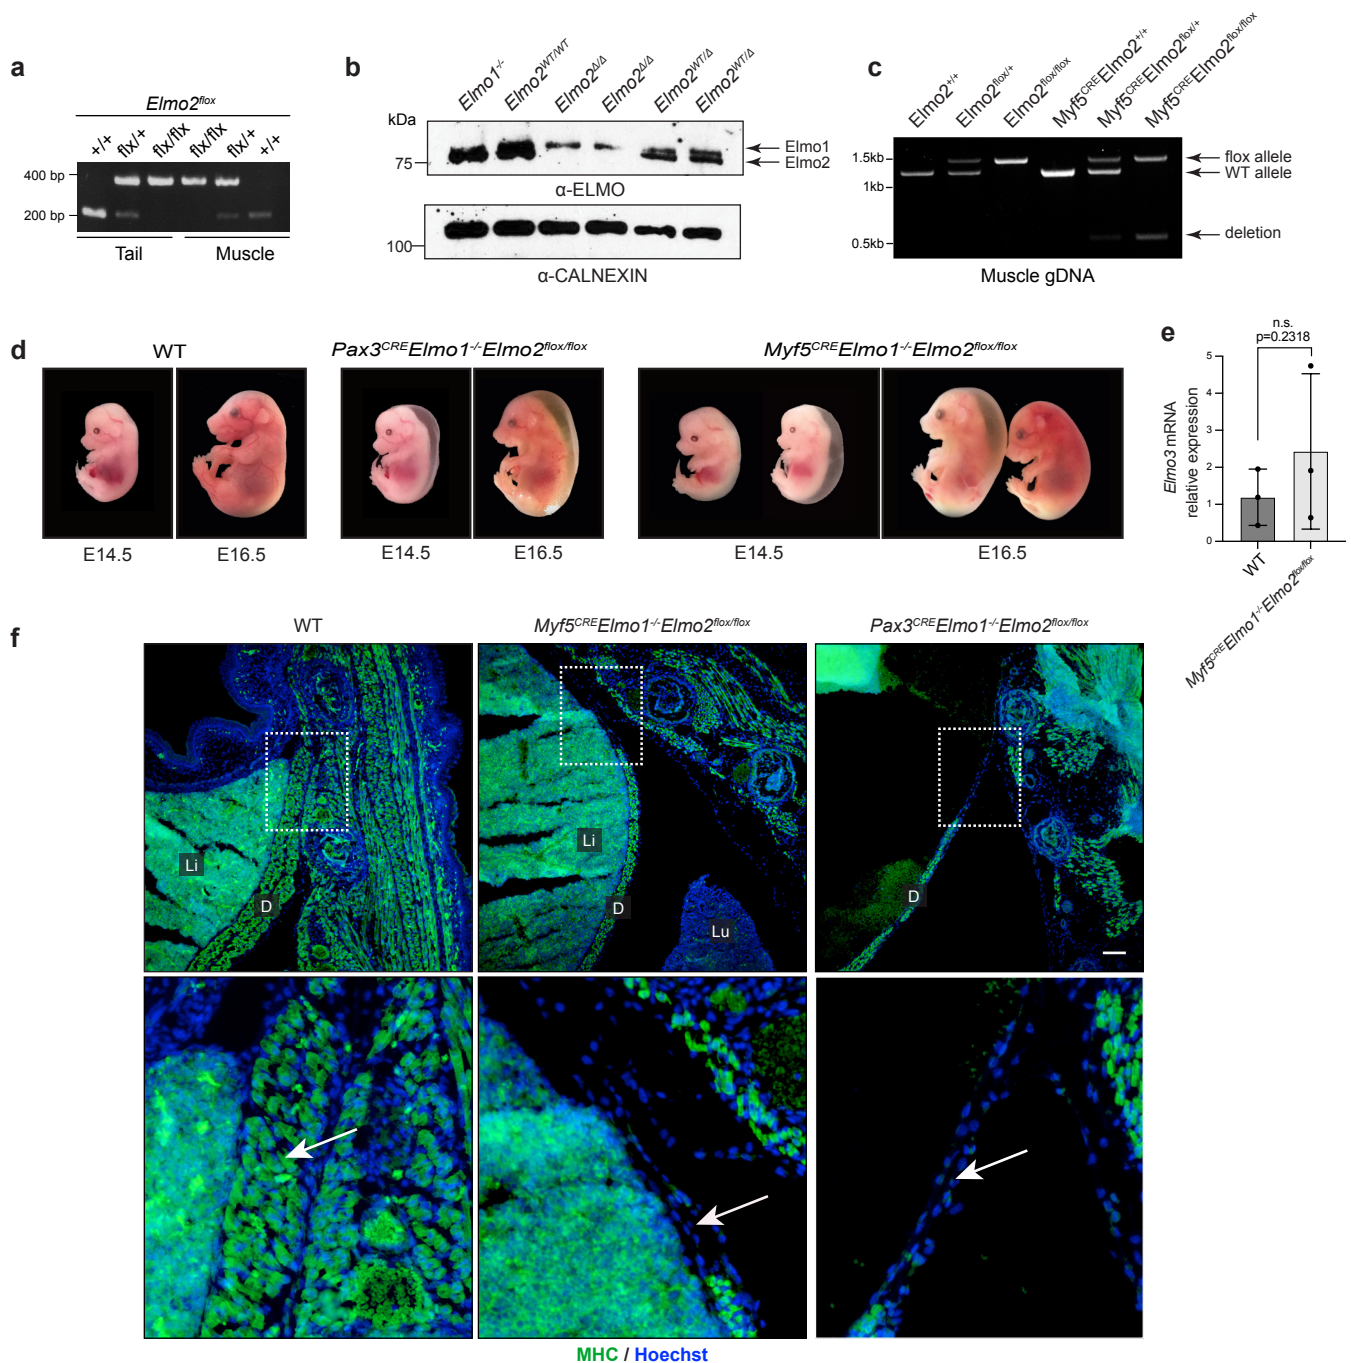

**Supplementary Figure 5. Characterization of *Elmo2<sup>flox</sup>* and *Elmo1<sup>-/-</sup>Elmo2<sup>flox</sup>* mice.** **a)** Genotyping of *Elmo2<sup>flox</sup>* mice. PCR analysis of the WT (+/+), heterozygous (flx/+) and homozygous (flx/flx) alleles on genomic DNA isolated from tail and muscle tissues. **b)** To confirm the genetic inactivation of *Elmo2* following the Cre/LoxP recombination, *Elmo2<sup>flox</sup>* mice were interbred with a total Cre deleter mouse, i.e. *Meox2<sup>CRE</sup>*. Western blot performed on total E9.5 embryo lysates confirmed the absence of ELMO2 expression in *Elmo2<sup>Δ/Δ</sup>* mice. Data are representative of 3 independent experiments. **c)** PCR analyses performed on genomic DNA from muscle tissues of *Myf5<sup>CRE</sup>Elmo2<sup>flox</sup>* mice reveals the WT allele, the flox allele and the deletion following Cre-LoxP recombination, for the indicated genotypes. **d)** Representative pictures of embryos with the indicated genotypes isolated at E14.5 and E16.5. **e)** qPCR on limbs dissected from E14.5 aged embryos shows that *Elmo3* mRNA expression is unchanged in *Myf5<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>flox/flox</sup>* mice compared to WT mice. mRNA levels were normalized relative to actin mRNA expression. Graph represents mean  $\pm$  SD of 3 embryos per condition. The student's t test with Welch's correction (unpaired) was used to calculate the P value. **f)** The muscle responsible for the attachment of the diaphragm with the ribs (pointed by the arrow) is missing in both *Myf5<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>flox/flox</sup>* and *Pax3<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>flox/flox</sup>* embryos. Li: liver; D: diaphragm; Lu: lung. Muscle cells were stained with an anti-MHC (green) antibody and Hoechst (blue) was used to reveal the nuclei. Experiments were done on two embryos per genotype. (Scale bar: 100  $\mu$ m).

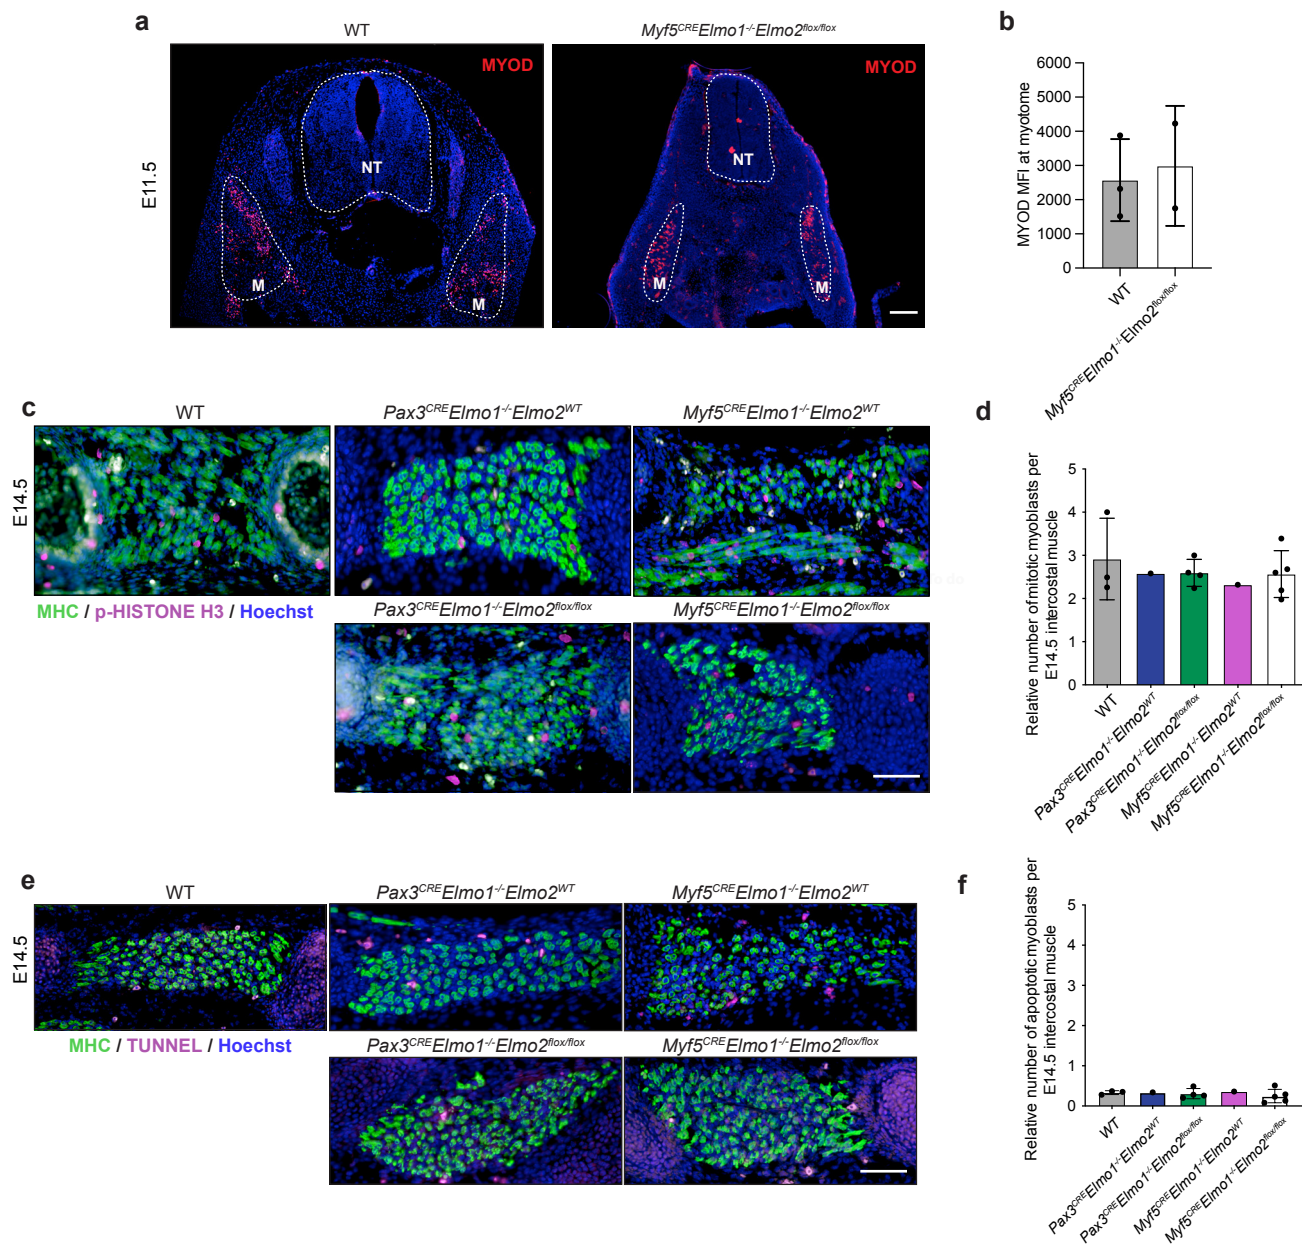

**Supplementary Figure 6. Characterization of the differentiation, proliferative and apoptotic profiles of the muscle precursors in the absence of ELMO proteins.** **a)** Cross-sections of E11.5 embryos of the indicated genotype. Cells undergo properly differentiation, as shown by the staining against MYOD (red), which is expressed similarly in WT and *Myf5<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>flox/flox</sup>* embryos. M: myotome; NT: neural tube. **b)** Quantification of the mean fluorescence intensity (MFI)  $\pm$  SD of the MYOD staining at the myotome ( $n = 3$  embryos for WT and 2 embryos for *Myf5<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>flox/flox</sup>*). **c-f)** Proliferative and apoptotic profiles of muscle cells in E14.5 embryos. **c, e)** Representative longitudinal sections showing intercostal muscles of the indicated embryos. **c)** Sections stained with anti-MHC (green) and anti-phospho-HISTONE H3 (magenta) antibodies to reveal mitotic muscle cells. **d)** Data are the mean  $\pm$  SD of the number of mitotic cells found in (b) from multiple independent sections ( $n=3$  WT embryos,  $n=1$  *Pax3<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>WT</sup>* or *Myf5<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>WT</sup>* embryos,  $n=4$  *Pax3<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>flox/flox</sup>*,  $n=5$  *Myf5<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>flox/flox</sup>* embryos). **e)** Sections stained with an anti-MHC (green) antibody and using TUNEL (magenta) assay to detect apoptosis. **f)** Data are the mean  $\pm$  SD of the number of apoptotic cells found in (d) from multiple independent sections ( $n=3$  WT embryos,  $n=1$  *Pax3<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>WT</sup>* or *Myf5<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>WT</sup>* embryos,  $n=4$  *Pax3<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>flox/flox</sup>*,  $n=5$  *Myf5<sup>CRE</sup>Elmo1<sup>-/-</sup>Elmo2<sup>flox/flox</sup>* embryos). Nuclei are stained with Hoechst (blue). Magnification: **a** = 40X; **c, e** = 20X. (Scale bar: **a** = 100  $\mu$ m; **c, e** = 50  $\mu$ m). Source data for **b, d** and **f** are provided as a Source Data file.

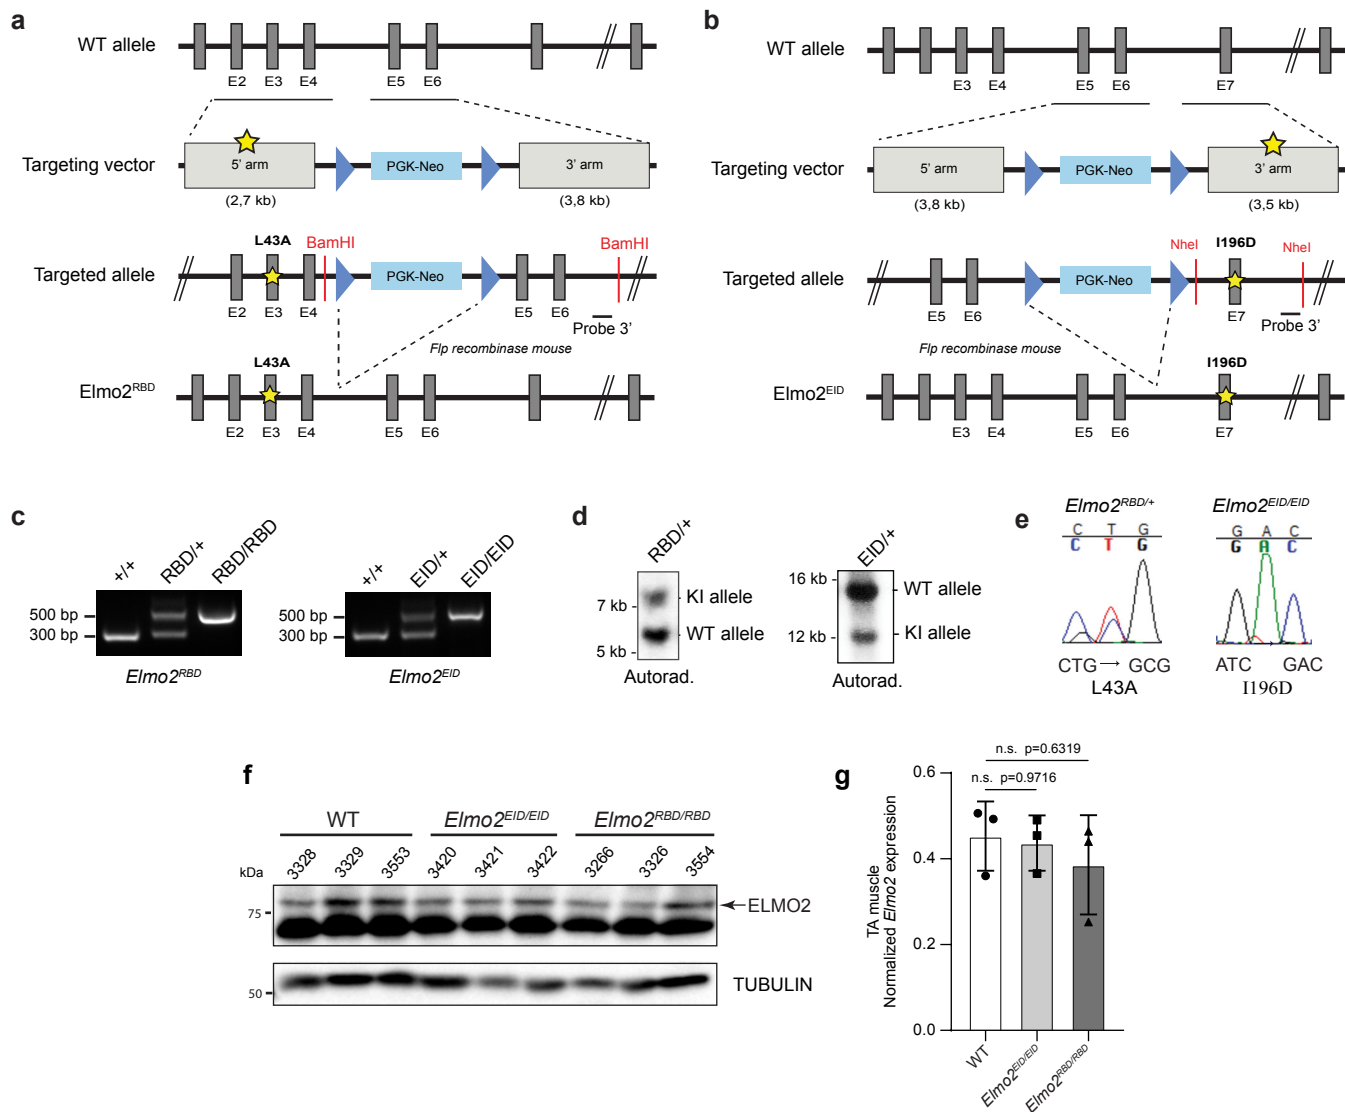

**Supplementary Figure 7. *Elmo2* mutant mice with mutations regulating the conformation of the ELMO-DOCK complex.** **a, b)** Partial representation of the *Elmo2* locus to demonstrate the strategy of homologous recombination for the generation of **a)** *Elmo2*<sup>RBD</sup> (L43 mutation) and **b)** *Elmo2*<sup>EID</sup> (I196D mutation) mice. The WT alleles, the targeting vectors and the targeted alleles are illustrated. The southern blot strategy is demonstrated (digestion enzymes and probes used). **c)** Genotyping analyses for the indicated genotypes. **d)** Southern blot analysis using tail DNA isolated from the indicated genotypes confirmed the proper rearrangements in the *Elmo2* locus. The genomic DNA was digested with BamHI for *Elmo2*<sup>RBD</sup> and NheI for *Elmo2*<sup>EID</sup>, and analyzed with an intronic *Elmo* probe in 3' amplified by PCR from the genomic DNA in the presence of <sup>32</sup>P-ATP. Data are representative of 3 independent experiments. **e)** Sequencing results demonstrating the indicated mutations, confirming the presence of L43A mutation in the RBD and I196D mutation in the EID of *Elmo2*. **f)** TA muscles from 3 different mice were dissected and lysated. Western blots using myosin heavy chain (MHC), ELMO2 and TUBULIN antibodies shows that ELMO2 expression is not significantly different in *Elmo2*<sup>EID/EID</sup> and *Elmo2*<sup>RBD/RBD</sup> mice as compared to WT mice. **g)** ELMO2 protein level was normalized relative to TUBULIN protein level. Graph represents the mean  $\pm$  SD of the 3 mice per condition. P-values were calculated using one-way ANOVA and were adjusted using the turkey's multiple comparisons test. Source data are provided as a Source Data file.

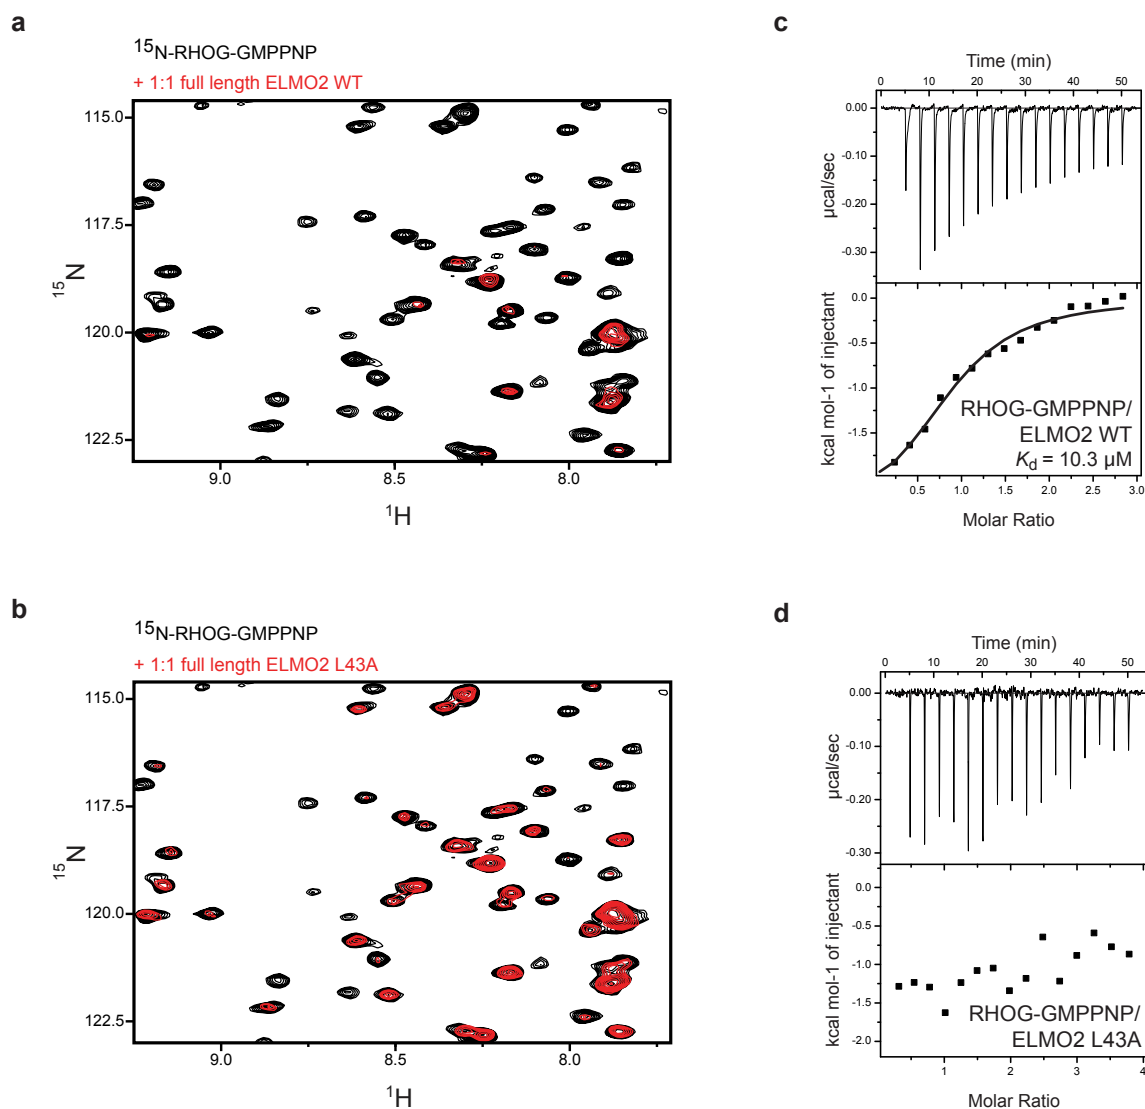

**Supplementary Figure 8. Biochemical characterization of ELMO2<sup>WT</sup> and ELMO2<sup>RBD</sup> (L43A) for their interactions with the small GTPase RHOG.** **a)** Overlay of  $^1\text{H}$ - $^{15}\text{N}$  HSQC spectra of  $^{15}\text{N}$ -labeled GMP-PNP-loaded RHOG (100 $\mu\text{M}$ ) in the absence (black) and presence (red) of Elmo2 WT full-length (50 $\mu\text{M}$ ). **b)** Overlay of  $^1\text{H}$ - $^{15}\text{N}$  HSQCs of  $^{15}\text{N}$ -labeled, GMPPNP-loaded RHOG (100 $\mu\text{M}$ ) in the absence (black) and presence (red) of ELMO2 L43A full-length (50 $\mu\text{M}$ ). **c)** ITC thermogram for ELMO2 full-length WT titrated to RHOG-GMPPNP. **d)** ITC thermogram for ELMO2 full-length L43A titrated to RHOG-GMPPNP.

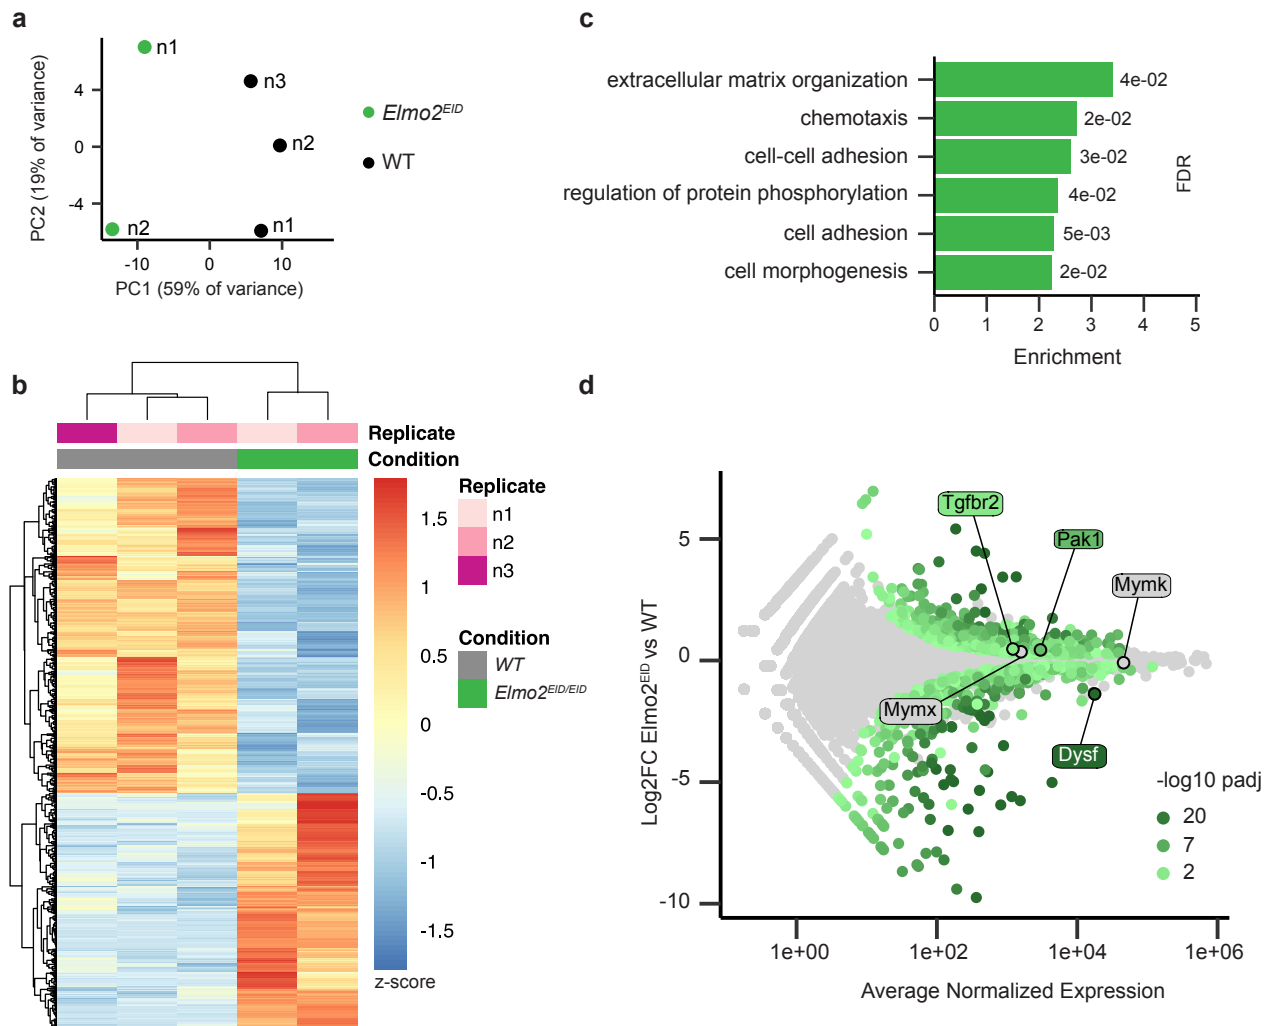

**Supplementary figure 9. RNAseq analysis reveals a subset of genes differentially expressed between WT and *Elmo2<sup>EID/EID</sup>* primary mouse myoblasts. a)** Principle component (PC) analysis of transcriptomes from differentiated myoblasts of WT and *Elmo2<sup>EID/EID</sup>* mice. **b)** Heatmap of the 961 differentially expressed genes (DEG; padj<0.05, Wald Test *Elmo2<sup>EID/EID</sup>* vs WT adjusted for multiple comparisons using the Benjamini-Hochberg method) between WT and *Elmo2<sup>EID/EID</sup>* myoblasts. Samples and genes are separated using Euclidian distance. **c)** Enrichment of select gene ontology (GO) terms associated with DEGs which are statistically overrepresented (FDR<0.001) when compared to all expressed genes. **d)** MA Plot of all expressed genes. Statistically significant DEGs are colored in green, and select genes involved in myoblast fusion are highlighted.

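Over the 500 most variable genes of log2(normalized count + 1), the first principal component held 70.3% of the variance and the second 13.7%. The WT samples lay at 19.66, 32.84 and 21.62 on the first component and the Elmo2EID/EID samples at -32.79 and -41.34. Over all tested genes the first component held 49.7%. Among genes with a mean of at least 100 normalized counts and no overlap between the groups, the largest decreases were in Eps8l1, Baalc, Dpp6, Gpr20 and Lynx1. Eps8l1 (ENSMUSG00000006154, chromosome 7, 4460674 to 4480487) had 304.1 ± 71.6 normalized counts (SD, n = 3) in WT and 7.161 ± 2.52 (SD, n = 2) in Elmo2EID/EID myoblasts, a log2 fold change of -5.23 (standard error 0.30, adjusted p = 7.1e-04 from limma with Benjamini-Hochberg adjustment). The largest increases were in Ftl2-ps, Rps13-ps1, Gm7292, Eno1b and Eif3s6-ps2. Ftl2-ps, Rps13-ps1 and Eif3s6-ps2 are annotated as processed pseudogenes, copies of a messenger RNA inserted in the genome whose reads can be assigned to the copy or to its parent gene. Eno1b is annotated as protein coding, but it matched the pseudogene Gm5855 at 96.5% identity, so its reads may be shared as well. Ftl2-ps (ENSMUSG00000082062, chromosome 4, 125504288 to 125504839) was at or under 3 reads in each WT sample and had 910.6 ± 23.1 normalized counts (SD, n = 2) in Elmo2EID/EID myoblasts, at least 244-fold higher (adjusted p = 6.0e-04 by the same limma test).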

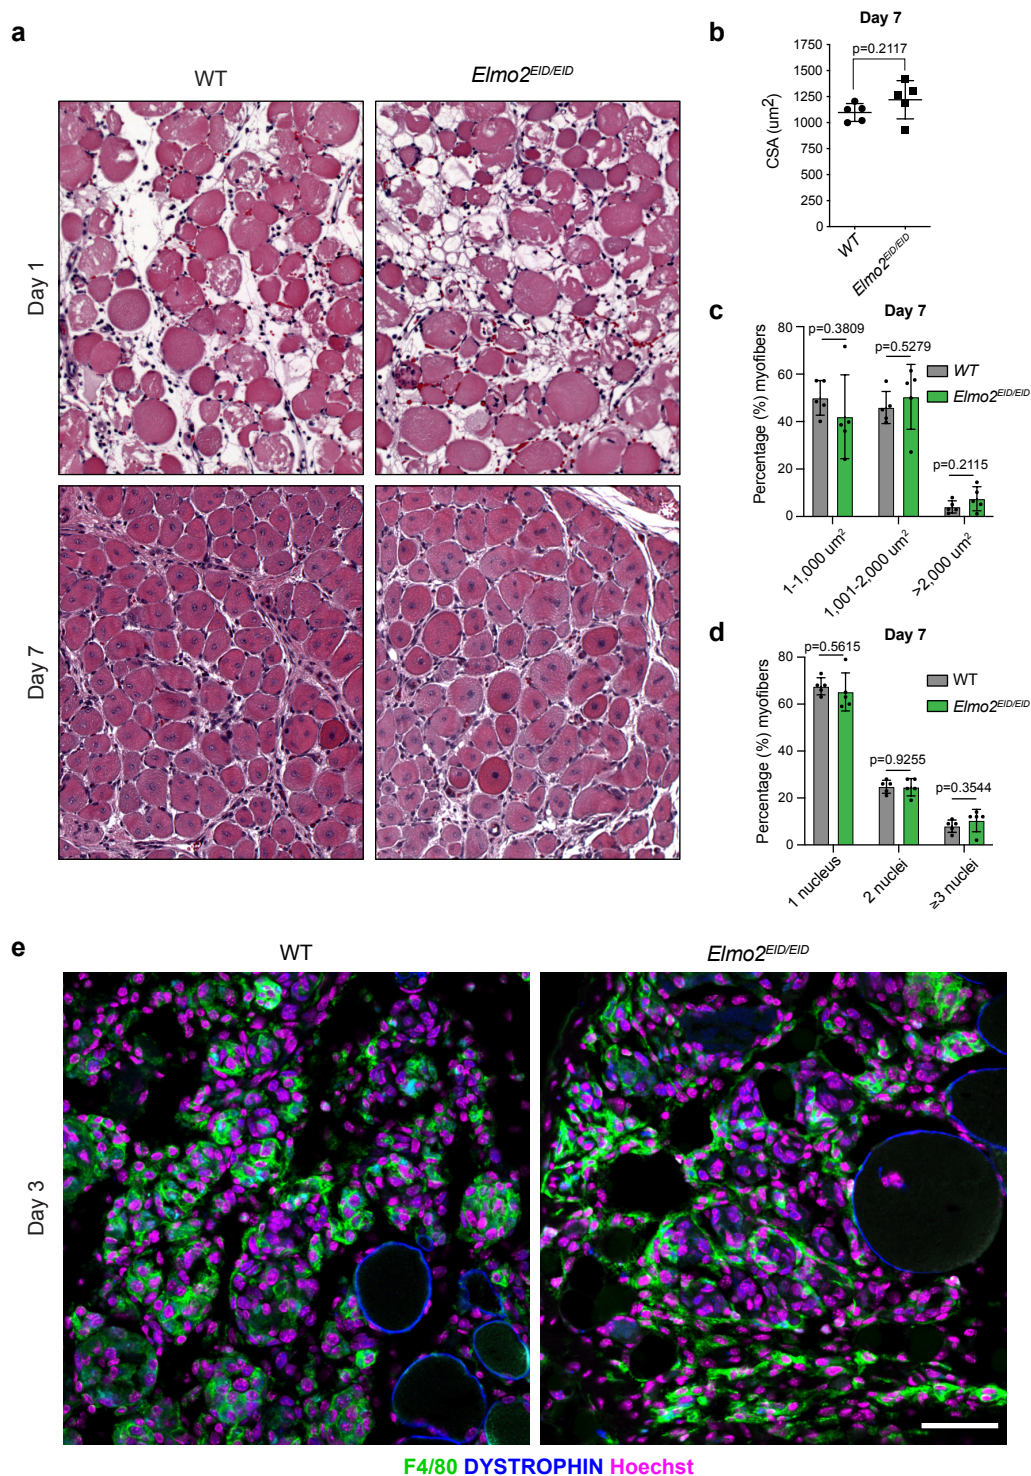

**Supplementary Figure 10. Impact of ELMO2 conformational regulation on myoblast fusion early after CTX-induced injury.** a) Representative cross-sections of TA muscle 1 or 7 days following CTX-induced injury. The graphs show the mean  $\pm$  standard deviation of b) the mean CSA per mice, c) the percentage (%) of myofibers at different ranges of myofiber size or d) number of nuclei per myofiber at 7 days following CTX-induced injury ( $n = 5$  mice). The Student's t test (for comparison of two independent groups) was used to calculate the two-tailed P values. Source data are provided as a Source Data file. e) Infiltration of F4/80-positive macrophages (in green) 3 days following CTX-induced injury is not affected in *Elmo2<sup>EID/EID</sup>* mice. The basement membrane of muscle was stained with anti-DYSTROPHIN (blue) and nuclei were stained with Hoechst (magenta). Scale bar: 50 $\mu\text{m}$ . Results are representative of 3 injured mice per condition.

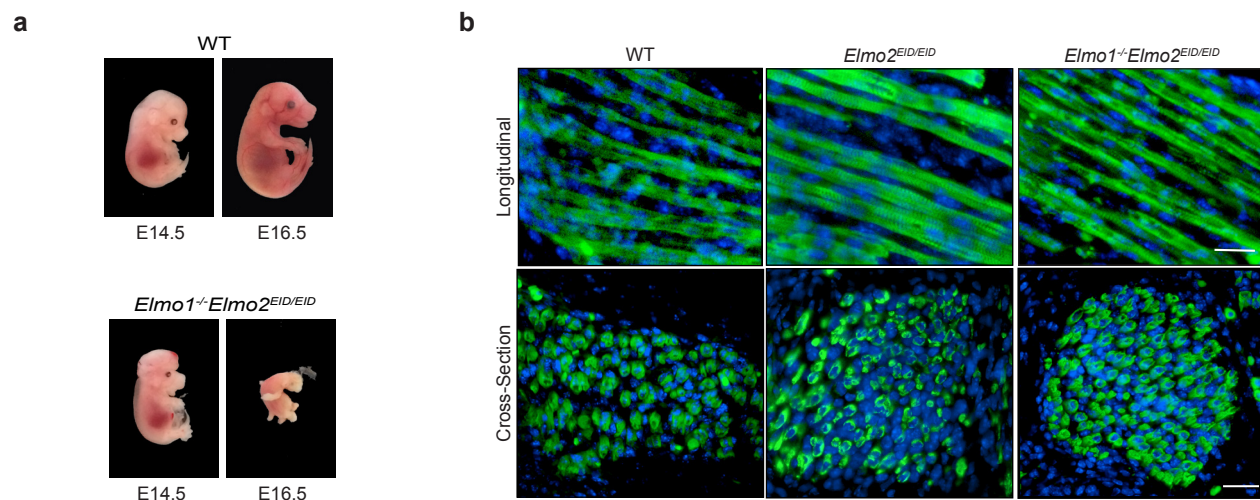

**Supplementary Figure 11. *Elmo1*<sup>-/-</sup>*Elmo2*<sup>EID/EID</sup> mice developed multinucleated myofibers.** a) Representative pictures of WT and *Elmo1*<sup>-/-</sup>*Elmo2*<sup>EID/EID</sup> mouse embryos dissected at E14.5 and E16.5. b) Longitudinal and cross-sections of E14.5 embryos. Muscle fibers stained with anti-MHC antibody (green) are present in WT, *Elmo2*<sup>EID/EID</sup> and *Elmo1*<sup>-/-</sup>*Elmo2*<sup>EID/EID</sup> embryos. Nuclei are revealed with Hoechst (blue). Experiment was done on 3 embryos per genotype. Magnification:20X (longitudinal) and 40X (cross-section). (Scale bar: 25  $\mu$ m).

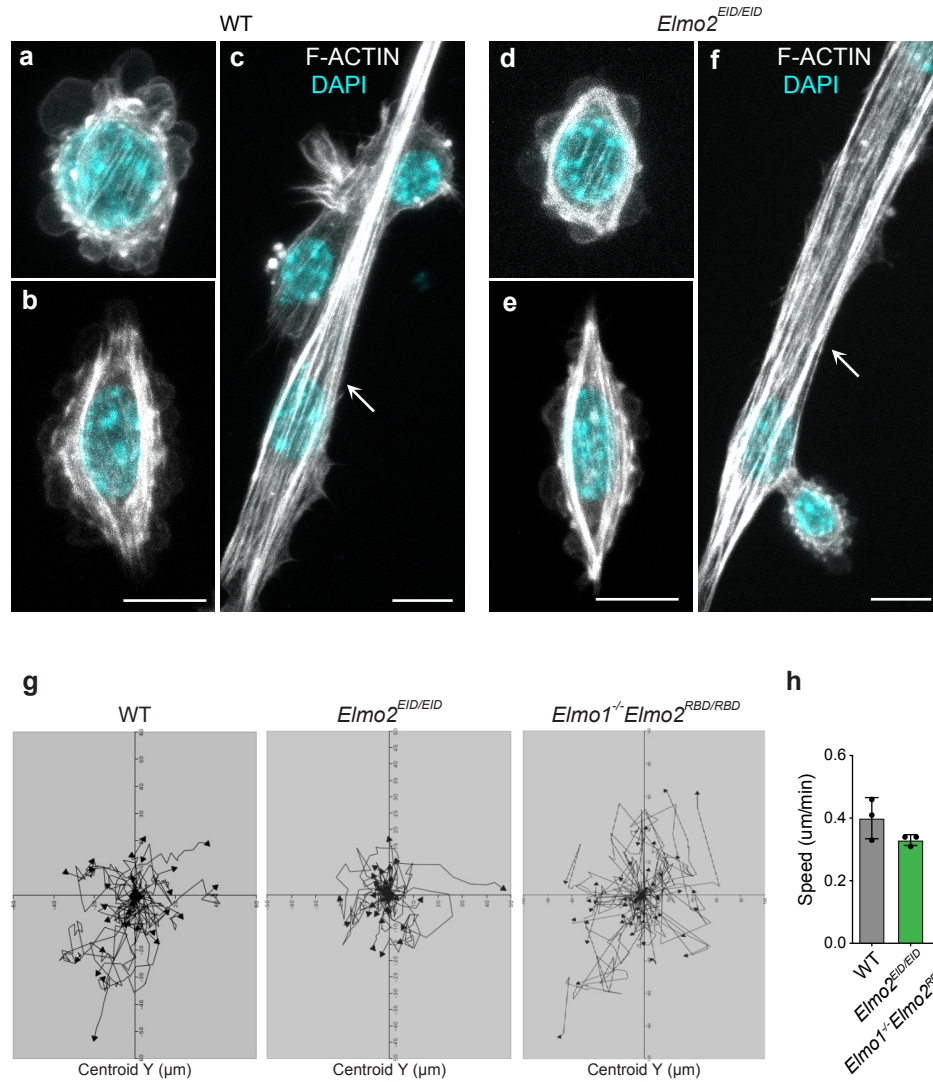

**Supplementary Figure 12. Effect of ELMO2 conformation on myoblast F-ACTIN organization and migration. a-f)** Primary myoblasts isolated from WT or *Elmo2*<sup>EID/EID</sup> mice were fixed after 24h in differentiation media and stained with ALEXA fluor-phalloidin (F-ACTIN) and DAPI (nucleus). Images show that the actin organization in different stages of differentiation were not affected by the ELMO<sup>EID</sup> mutation. **a** and **d** are myoblasts, **b** and **e** are myocytes. The myofibers in panel **c** and **f** are pointed by an arrow. This experiment was repeated twice with myoblasts isolated from different mice. Scale bar: 10  $\mu$ m. **g)** Cell migration of primary myoblasts isolated from WT, *Elmo2*<sup>EID/EID</sup> and *Elmo1*<sup>-/-</sup>*Elmo2*<sup>RBD/RBD</sup> mice is not affected, since the cells demonstrated similar directionality pattern. **h)** Quantification of the cell speed quantified using the Volocity software. Graph represent the Mean  $\pm$  SD of the tracks of myoblasts isolated from 3 different mice per condition. Source data are provided as a Source Data file.

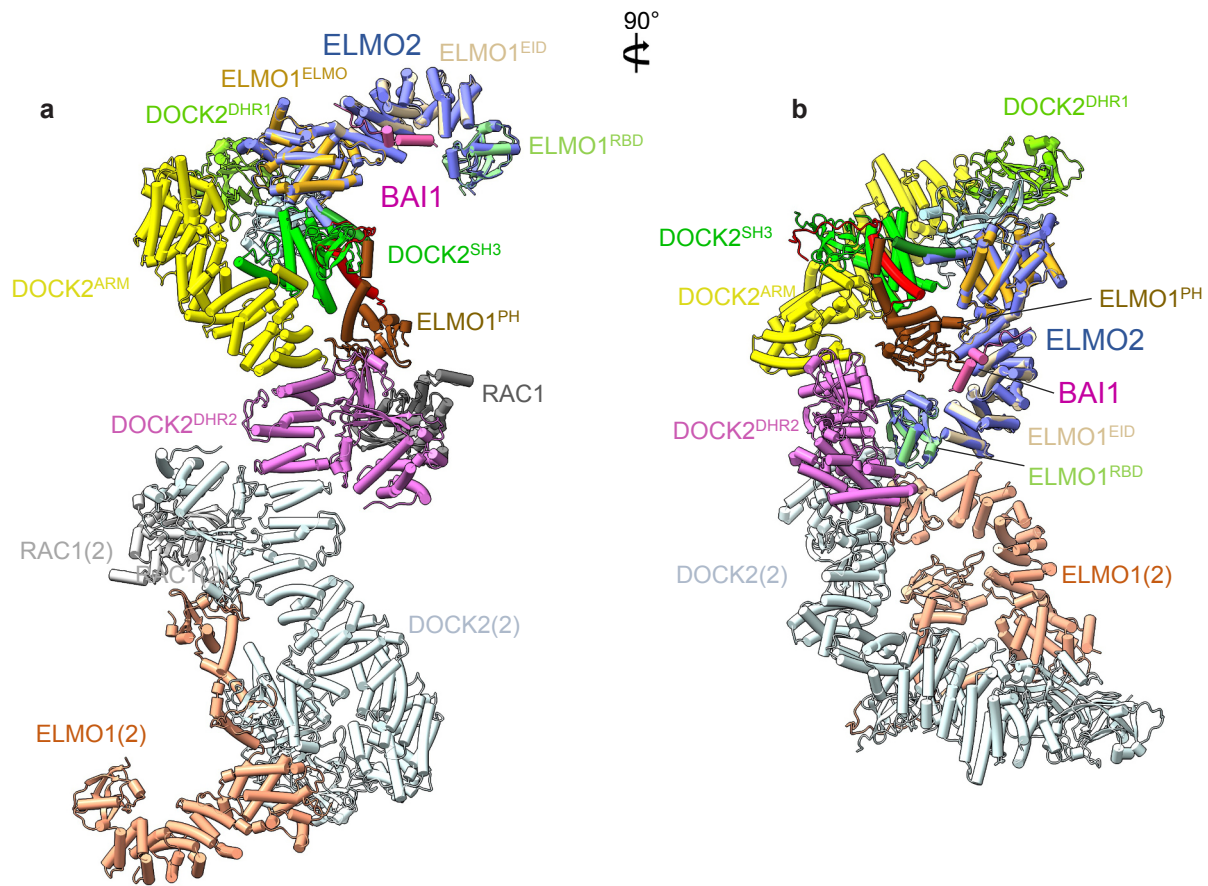

**Supplementary Figure 13. Impact of ELMO conformation on BAI receptors-binding site accessibility.** **a)** DOCK2-ELMO1-RAC1 active conformation. ELMO2-BAI1 superimposed onto ELMO1 shows that the BAI receptors-binding site is accessible to BAI binding. **b)** DOCK2-ELMO1 inactive conformation, with ELMO1 adopting the auto-inhibited conformation. ELMO2-BAI1 superimposed onto ELMO1 shows that the BAI receptors-binding site is inaccessible to BAI binding because the residues of the BAI receptors-binding site are sterically blocked by ELMO1<sup>PH</sup>. BAI1 binding to ELMO1 would therefore stabilize the active state of DOCK2-ELMO1.

**Supplemental Table 1** - Mendelian tables of *Elmo2<sup>LacZ</sup>*, *Elmo1<sup>-/-</sup> Elmo2<sup>LacZ</sup>* and *Meox<sup>CRE</sup> Elmo2<sup>flox</sup>* mice

| <i>Elmo2<sup>LacZ</sup></i> mice | +/+ | LacZ/+ | LacZ/LacZ | Total of mice |
|----------------------------------|-----|--------|-----------|---------------|
| After weaning                    | 35% | 65%    | 0%        | 382           |
| E14.5                            | 27% | 51%    | 22%       | 95            |
| <i>Expected ratio</i>            | 25% | 50%    | 25%       |               |

| <i>Elmo1<sup>-/-</sup> Elmo2<sup>LacZ</sup></i> mice | +/+ | LacZ/+ | LacZ/LacZ | Total of mice |
|------------------------------------------------------|-----|--------|-----------|---------------|
| After weaning                                        | 37% | 63%    | 0%        | 35            |
| <i>Expected ratio</i>                                | 25% | 50%    | 25%       |               |

| <i>Meox<sup>CRE</sup> Elmo2<sup>flox</sup></i> mice | +/+ | $\Delta$ /+ | $\Delta$ / $\Delta$ | Total of mice |
|-----------------------------------------------------|-----|-------------|---------------------|---------------|
| After weaning                                       | 31% | 69%         | 0%                  | 75            |
| <i>Expected ratio</i>                               | 25% | 50%         | 25%                 |               |

**Supplemental Table 2** - Mendelian tables of *Elmo2*<sup>fllox</sup> and *Elmo1*<sup>-/-</sup> *Elmo2*<sup>fllox</sup> mice

| <i>Myf5</i> <sup>CRE</sup> <i>Elmo2</i> <sup>fllox</sup> mice | Cre-                        |                                 |                                     | Cre+                        |                                 |                                     | Total of mice |
|---------------------------------------------------------------|-----------------------------|---------------------------------|-------------------------------------|-----------------------------|---------------------------------|-------------------------------------|---------------|
|                                                               | <i>Elmo2</i> <sup>+/+</sup> | <i>Elmo2</i> <sup>fllox/+</sup> | <i>Elmo2</i> <sup>fllox/fllox</sup> | <i>Elmo2</i> <sup>+/+</sup> | <i>Elmo2</i> <sup>fllox/+</sup> | <i>Elmo2</i> <sup>fllox/fllox</sup> |               |
| After weaning                                                 | 13%                         | 28%                             | 10%                                 | 6%                          | 24%                             | 10%                                 | 79            |
| <i>Expected ratio</i>                                         | 12,5%                       | 25%                             | 12,5%                               | 12,5%                       | 25%                             | 12,5%                               |               |

| <i>Pax3</i> <sup>CRE</sup> <i>Elmo2</i> <sup>fllox</sup> mice | Cre-                        |                                 |                                     | Cre+                        |                                 |                                     | Total of mice |
|---------------------------------------------------------------|-----------------------------|---------------------------------|-------------------------------------|-----------------------------|---------------------------------|-------------------------------------|---------------|
|                                                               | <i>Elmo2</i> <sup>+/+</sup> | <i>Elmo2</i> <sup>fllox/+</sup> | <i>Elmo2</i> <sup>fllox/fllox</sup> | <i>Elmo2</i> <sup>+/+</sup> | <i>Elmo2</i> <sup>fllox/+</sup> | <i>Elmo2</i> <sup>fllox/fllox</sup> |               |
| After weaning                                                 | 27%                         | 25%                             | 13%                                 | 10%                         | 18%                             | 7%                                  | 83            |
| <i>Expected ratio</i>                                         | 12,5%                       | 25%                             | 12,5%                               | 12,5%                       | 25%                             | 12,5%                               |               |

| <i>Myf5</i> <sup>CRE</sup> <i>Elmo1</i> <sup>-/-</sup> <i>Elmo2</i> <sup>fllox</sup> mice | Cre- <i>Elmo1</i> <sup>-/-</sup> |                                 |                                     | Cre+ <i>Elmo1</i> <sup>-/-</sup> |                                 |                                     | Total of mice |
|-------------------------------------------------------------------------------------------|----------------------------------|---------------------------------|-------------------------------------|----------------------------------|---------------------------------|-------------------------------------|---------------|
|                                                                                           | <i>Elmo2</i> <sup>+/+</sup>      | <i>Elmo2</i> <sup>fllox/+</sup> | <i>Elmo2</i> <sup>fllox/fllox</sup> | <i>Elmo2</i> <sup>+/+</sup>      | <i>Elmo2</i> <sup>fllox/+</sup> | <i>Elmo2</i> <sup>fllox/fllox</sup> |               |
| After weaning                                                                             | 12%                              | 30%                             | 17%                                 | 8%                               | 33%                             | 0%                                  | 109           |
| E14.5                                                                                     | 12%                              | 19%                             | 19%                                 | 10%                              | 24%                             | 16%                                 | 58            |
| <i>Expected ratio</i>                                                                     | 12,5%                            | 25%                             | 12,5%                               | 12,5%                            | 25%                             | 12,5%                               |               |

| <i>Pax3</i> <sup>CRE</sup> <i>Elmo1</i> <sup>-/-</sup> <i>Elmo2</i> <sup>fllox</sup> mice | Cre- <i>Elmo1</i> <sup>-/-</sup> |                                 |                                     | Cre+ <i>Elmo1</i> <sup>-/-</sup> |                                 |                                     | Total of mice |
|-------------------------------------------------------------------------------------------|----------------------------------|---------------------------------|-------------------------------------|----------------------------------|---------------------------------|-------------------------------------|---------------|
|                                                                                           | <i>Elmo2</i> <sup>+/+</sup>      | <i>Elmo2</i> <sup>fllox/+</sup> | <i>Elmo2</i> <sup>fllox/fllox</sup> | <i>Elmo2</i> <sup>+/+</sup>      | <i>Elmo2</i> <sup>fllox/+</sup> | <i>Elmo2</i> <sup>fllox/fllox</sup> |               |
| After weaning                                                                             | 16%                              | 22%                             | 15%                                 | 14                               | 34%                             | 0%                                  | 133           |
| E14.5                                                                                     | 15%                              | 28%                             | 10%                                 | 17%                              | 17%                             | 13%                                 | 60            |
| <i>Expected ratio</i>                                                                     | 12,5%                            | 25%                             | 12,5%                               | 12,5%                            | 25%                             | 12,5%                               |               |

**Supplemental Table 3 - Mendelian tables of Elmo2 knock-in mice**

| <b><i>Elmo2</i><sup>RBD</sup> mice</b> | <b>+/+</b> | <b>RBD/+</b> | <b>RBD/RBD</b> | <b>Total of mice</b> |
|----------------------------------------|------------|--------------|----------------|----------------------|
| After weaning                          | 31%        | 47%          | 22%            | 179                  |
| <i>Expected ratio</i>                  | 25%        | 50%          | 25%            |                      |

| <b><i>Elmo1</i><sup>-/-</sup><i>Elmo2</i><sup>RBD</sup> mice</b> | <b>+/+</b> | <b>RBD/+</b> | <b>RBD/RBD</b> | <b>Total of mice</b> |
|------------------------------------------------------------------|------------|--------------|----------------|----------------------|
| After weaning                                                    | 32%        | 49%          | 19%            | 85                   |
| <i>Expected ratio</i>                                            | 25%        | 50%          | 25%            |                      |

| <b><i>Elmo2</i><sup>EID</sup> mice</b> | <b>+/+</b> | <b>EID/+</b> | <b>EID/EID</b> | <b>Total of mice</b> |
|----------------------------------------|------------|--------------|----------------|----------------------|
| After weaning                          | 29%        | 56%          | 15%            | 411                  |
| <i>Expected ratio</i>                  | 25%        | 50%          | 25%            |                      |

| <b><i>Elmo1</i><sup>-/-</sup><i>Elmo2</i><sup>EID</sup> mice</b> | <b>+/+</b> | <b>EID/+</b> | <b>EID/EID</b> | <b>Total of mice</b> |
|------------------------------------------------------------------|------------|--------------|----------------|----------------------|
| After weaning                                                    | 38%        | 62%          | 0%             | 50                   |
| E14.5                                                            | 22%        | 60%          | 18%            | 45                   |
| <i>Expected ratio</i>                                            | 25%        | 50%          | 25%            |                      |

**Supplemental Table 4 - Primers used for the experiments**

|                                | Forward                          | Reverse                                        | Experiment                               |
|--------------------------------|----------------------------------|------------------------------------------------|------------------------------------------|
| <i>mElmo1</i>                  | 5'-GAGAGCAGAGCAAACACATC-3'       | 5'-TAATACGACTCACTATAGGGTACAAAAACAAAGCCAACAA-3' | Whole mount <i>in situ</i> hybridization |
| <i>mElmo2</i>                  | 5'-ACATCTGCATCTGGTACTGG-3'       | 5'-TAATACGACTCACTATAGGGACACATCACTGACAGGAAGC-3' | Whole mount <i>in situ</i> hybridization |
| <i>mElmo3</i>                  | 5'-AGCAGCCACGAAATCACAGA-3'       | 5'-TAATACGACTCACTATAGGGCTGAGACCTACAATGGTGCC-3' | Whole mount <i>in situ</i> hybridization |
| <i>mElmo1</i>                  | 5'-AAGCAGTGGTGACGGGAAAG-3'       | 5'-CAAGCACCTCCTTGTGTTTGTAA-3'                  | qPCR                                     |
| <i>mElmo2</i>                  | 5'-ACCGTGGGACAGCTCATCTC-3'       | 5'-CAATGGCGTAGGCTGGATCTC-3'                    | qPCR                                     |
| <i>mElmo3</i>                  | 5'-GCACTGCCCCAGATCTGAAG-3'       | 5'-CTTCACGACTTGATTCTGCAGTCTAC-3'               | qPCR                                     |
| <i>mB2M</i>                    | 5'-CACTGACCGGCCTGTATGC-3'        | 5'-GGTGGCGTGAGTATACTTGAATTG-3'                 | qPCR                                     |
| <i>B-actine</i>                | 5'-TGATGGTGGGAATGGGTCAGAA-3'     | 5'-TCCATGTCGTCCCAAGTTGGTAA-3'                  | qPCR                                     |
| <i>Mymk</i>                    | 5'-ATCGCTACCAAGAGGCGTT-3'        | 5'-CACAGCACAGACAAACCAGG-3'                     | qPCR                                     |
| <i>Mymx</i>                    | 5'-ACCAGCTTTCATGCCAGAAG-3'       | 5'-ATGTCTTGGGAGCTCAGTCG-3'                     | qPCR                                     |
| <i>Myogenin</i>                | 5'-TCCCAACCCAGGAGATCATT-3'       | 5'-GCAGATTGTGGGCGTCTGTA-3'                     | qPCR                                     |
| <i>MyoD1</i>                   | 5'-GGCGACTCAGATGCATCCA-3'        | 5'-CTGTAATCCATCATGCCATCAGA-3'                  | qPCR                                     |
| <i>Elmo2<sup>LacZ</sup></i>    | 5'-TGA CGA GGA GCT GCT CTG T-3'  | 5'-TAGACGCTGCAGTCTGGAGT-3'                     | Genotyping                               |
| <i>Elmo2<sup>flax</sup></i>    | 5'-CTTGTTAACTGTAGAGCACCCTGC-3'   | 5'-CCGTCTGAGCAGTTGCTCAT-3'                     | Genotyping                               |
| <i>Elmo2<sup>flax</sup></i>    | 5'-CTTGTTAACTGTAGAGCACCCTGC-3'   | 5'-TGACGAGGAGCTGCTCTGT-3'                      | PCR - Deletion                           |
| <i>Elmo2<sup>flD</sup></i>     | 5'-CTTCTCTGGAGACCTGCACCAAG-3'    | 5'-TGAGAAGCGCTGGTCAGTAGACAG-3'                 | Genotyping                               |
| <i>Elmo2<sup>RBD</sup></i>     | 5'-TGAAGTGGAAGGCTCTCTGGTC-3'     | 5'-AACACAAGGCAAGTGCTGGCTG-3'                   | Genotyping                               |
| <i>Pax3<sup>CRE</sup></i>      | 5'-CGTAGACGCCTGAAGAAGGTCAACCA-3' | 5'-CACATTAGAAAACCTGCCAACACC-3'                 | Genotyping                               |
| <i>Myf5<sup>CRE</sup></i>      |                                  | 5'-ACGAAGTTATTAGGTCCTCGAC-3'                   |                                          |
| <i>Elmo2<sup>A</sup></i>       | 5'-CTTGTTAACTGTAGAGCACCCTGC-3'   | 5'-TGACGAGGAGCTGCTCTGT-3'                      | Genotyping                               |
|                                |                                  | 5'-TAGACGCTGCAGTTCTGGAGT-3'                    |                                          |
| <i>Elmo1<sup>-/-</sup></i>     | 5'-ACCCATATCAGGCTGCCACATAA-3'    | 5'-ATGCAATGTGAGCAGCATCCCTC-3'                  | Genotyping                               |
|                                | 5'-GCTTCCTGACGGTGGATGCAATGT-3'   | 5'-GGCCGCGTCGACGAAGTTCCTATA-3'                 |                                          |
| <i>Dysferlin<sup>-/-</sup></i> | 5'-TTCCTCTCTTGTCGGTCTAG-3'       | 5'-CTT CAC TGG GAA GTA TGT CG-3'               | Genotyping                               |
|                                | 5'-GCCTTGATCAGAGTAAGTGTG-3'      |                                                |                                          |

# Supplementary material for: Biasing the conformation of ELMO2 reveals that myoblast fusion can be exploited to improve muscle regeneration
**Source:** Nat Commun. 2022 Nov 18;13:7077. doi: 10.1038/s41467-022-34806-4
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Confocal microscopy images were acquired with the Zenblack 2009 software from Carl Zeiss MetaExpress (Version 3.1.097).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | For RNA Seq: FASTQC (0.11.5), STAR (2.5.1b), featureCounts (1.4.6), DESeq2(1.34.0), dplyr(1.0.9), ensemblDb (2.18.2), ggplot2(3.3.6), ggrepel (0.9.1), GO.db (3.13.0), org.Mm.eg.db (3.13.0), pheatmap (1.0.12), PantherDB (17.0), RColorBrewer (1.1-3), reshape (0.8.9), stringr (1.4.0), svglite (2.1.0). Structural biology analyses: ChimeraX (1.4); NMRView (version 9.2). Isothermal calorimetry: Origin (version 7.0) (Microcal). Statistics: Prism 6 GraphPad (V 6.0). Microsoft Excel (16.9.1). Volocity (version 6.0.0, PerkinElmer Life and Analytical Sciences) and Fiji (version 2.3.0/1.53p) were used to analyze microscopy images. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw RNA-seq data presented in Fig. 2h and Supplementary Fig. 9 have been uploaded to the GEO Datasets repository [<https://www.ncbi.nlm.nih.gov/gds>] and

are available under the following accession number: GSE209546. The remaining data are available within the article, Supplementary Information, or available from the authors upon reasonable request. Fastq file quality was aligned to the publicly available mouse genome (GRCm38). Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

Reporting on sex and gender N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Standard > or = 3 independent experiments were performed for most cases, unless noted in the figure legend. Mouse experiments were designed to have at least 5 animals of each genotype. Experiments using primary cells typically involved isolation of cells from 3 independent mice. |
| Data exclusions | No data was excluded from this study.                                                                                                                                                                                                                                                   |
| Replication     | Experiments were replicated at least 3 times with similar results. The number of time an experiment was replicated is mentioned in the figure legends.                                                                                                                                  |
| Randomization   | Mice selected for study were randomized in the sense that we only relied on genotyping data to identify them. In vitro experiments were randomized since the were done at different times and with different biological samples.                                                        |
| Blinding        | Blinding was used in data collection and analysis of RNA-Seq.<br>Blinding was not relevant to the rest of this study because there was no group allocation.                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used • Monoclonal antibody anti-PAX7, Development Studies Hybridoma Bank (Iowa City, IA), cat. Pax7

- Monoclonal antibody anti-MYOSIN HEAVY CHAIN (MHC - MF20), Development Studies Hybridoma Bank (Iowa City, IA), cat. MF20
- Mouse monoclonal anti-DESMIN, Sigma, cat. D1033
- Mouse monoclonal anti-MYOD, BD Biosciences, cat. 554130, clone 5.8A
- Anti-DYSTROPHIN antibody, Abcam, cat. ab15277
- Anti-phospho HISTONE-H3 (Ser-10) antibody, Cell Signaling, cat. 9701
- Anti-LAMININ DyLight 650 antibody, Novus, cat. NB300-144C
- Anti- $\beta$ Galactosidase, Thermo Fisher, cat. A-11132
- Alexa Fluor 488-conjugated-Rat monoclonal anti-F4/80, Biorad, Cat. MCA497A488T, clone A3-1
- Rabbit polyclonal antibody against Elmo was custom generated (Genscript)
- Alexa Fluor 488 chicken anti-mouse IgG, Thermo Fisher, cat. A21200
- Alexa Fluor 488 chicken antirabbit IgG, Thermo Fisher, cat. A21441
- Alexa Fluor 568 goat anti-mouse IgG, Thermo Fisher, cat. A11031
- Alexa Fluor 568 goat anti-rabbit IgG, Thermo Fisher, cat. A11011

## Validation

- Monoclonal antibody anti-PAX7: Positive Tested Species Reactivity: Amphibian, Avian, Axolotl, Bovine, Canine, Fish, Goat, Human, Mouse, Ovine, Porcine, Quail, Rat, Turtle, Xenopus, Zebrafish. Recommended Applications: ChIP, FACS, FFPE, Gel Supershift, IF, IHC, IP, WB.
- Monoclonal antibody anti-MYOSIN HEAVY CHAIN (MHC - MF20): Positive Tested Species Reactivity: Amphibian, Avian, Axolotl, Chicken, Fish, Human, Lizard, Mammal, Pig, Snake, Xenopus, Zebrafish. Recommended Applications: ELISA, FACS, FFPE, IF, IHC, IP, WB.
- Mouse monoclonal anti-DESMIN: Reactivity: feline, sheep, bovine, hamster, chicken, viper, rat, rabbit, lizard, mouse, human, goat. Applications: IHC, WB, ICC, ICC localization of intermediate filaments.
- Mouse monoclonal anti-MYOD: Reactivity: QC Testing: Human, Tested in Development: Mouse, Rat, Chicken. Application: WB (routinely tested), IHC-Fr (Tested during development).
- Anti-DYSTROPHIN antibody: Reactivity: Mouse, Human. Tested applications: IHC-Fr, IHC-P.
- Anti-phospho HISTONE-H3 (Ser-10) antibody: Reactivity: Human, Mouse, Rat, Monkey, D. melanogaster. Applications: WB, IHC-P, IF.
- Anti-LAMININ DyLight 650 antibody: Reactivity: Human, Mouse, Rat, Chinese Hamster, Insect, Mammal, Rabbit, Sheep. Reactivity notes: Rabbit, Fruit Bat, Chinese Hamster, and S. mansoni reactivity reported in scientific literature (PMID: 18214989, 31877588, 29251349, and 28114363 respectively). Human, Mouse, Rat, and Sheep reported in multiple pieces of scientific literature. Specificity: Laminin Antibody is pan-specific and reacts well with all Laminin isoforms tested: Laminin-1 (alpha-1, beta-1, and gamma-1) and Laminin-2 (alpha-2, beta-1, and gamma-1). Applications: WB, Flow, ICC/IF, IHC, IHC-Fr, IHC-P, \_HC-FrFl. Application notes: This Laminin antibody detects bands at around 440, 220, and 158 kDa in Western Blot. Use in flow cytometry (PMID: 31819166) reported in scientific literature. Use in ICC/IF, IHC, IHC-Frozen, IHC-Paraffin, and Western Blot reported in multiple pieces of scientific literature. Immunostaining is enhanced by antigen retrieval with pepsin, especially paraffin tissue. The observed molecular weight of the protein may vary from the listed predicted molecular weight due to post translational modifications, post translation cleavages, relative charges, and other experimental factors.
- Anti- $\beta$ Galactosidase: Reactivity: Bacteria, Fruit fly, Human, Mouse, Rat. Applications: WB, IHC, IHC-P, IHC-Fr, ICC/IF, ELISA, ChIP.
- Alexa Fluor 488-conjugated-Rat monoclonal anti-F4/80: Reactivity: Mouse. Applications: Flow Cytometry.
- Alexa Fluor 488 chicken anti-mouse IgG: Reactivity: Mouse. Applications: IHC, ICC/IF.
- Alexa Fluor 488 chicken antirabbit IgG: Reactivity: Rabbit. Applications: IHC, ICC/IF.
- Alexa Fluor 568 goat anti-mouse IgG: Reactivity: Mouse. Applications: ICC/IF, Flow.
- Alexa Fluor 568 goat anti-rabbit IgG: Reactivity: Rabbit. Applications: IHC-Fr, ICC/IF, Flow.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                   |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | C2C12 cells were obtained from ATCC.                                                                                                                                              |
| Authentication                                                    | Cells were not authenticated. Instead, the ability of C2C12 to differentiate from progenitors to myotubes when cells switched from proliferation to differentiation was assessed. |
| Mycoplasma contamination                                          | Cells routinely tested negative for mycoplasma contamination.                                                                                                                     |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | The cell line used in this study is not listed in the ICLAC database.                                                                                                             |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                   |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | <p>All animals used were on a mixed C57BL6 and 129SV genetic background.</p> <p>Mouse strains used in the study:</p> <ul style="list-style-type: none"> <li>• D2.129S4(B6)-Meox2tm1(cre)Sor/SjJ</li> <li>• Meox-cre(KI) x Elmo2 H08.B6; Flp</li> <li>• B6.129S4-Myf5tm3(cre)Sor/J:</li> <li>• B6.129-Pax3tm1(cre)Joe/J</li> </ul> |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

- B6.CgPax7 tm1(cre/ERT)Gaka/j

- Elmo1 KO.B6

- Elmo2 H08.B6.KO

- Elmo2 H08.B6 x Cre-Myf5

- Elmo2 H08.B6.Flp x Cre-Pax3

- Elmo2 EID 2D2xFLP.B6

- Elmo2 RBD (L43A) 2B3

- Elmo2 L43A 2B3.B6 x Flp.B6

- Elmo1 KO.B6 x Elmo2 H08.B6 KO

- Elmo1 KO x Elmo2 EID 2D2

- Elmo1 Ko.Elmo2 H08.B6 x Cre-Myf5

- B6.A-Dysfrmd/GeneJ

Embryos aged E11.5, E14.5 and E16.5 were sectioned and used for IF staining.

Mice aged 2 months were used for cardiotoxin injury experiments.

Mice aged 6-8 weeks were used for primary myoblast isolation.

Embryos aged E11.5 were used for Whole mount in situ hybridization.

The mice were kept in ventilated microisolator cages that were autoclaved with bedding and enrichment materials such as Nestlets and wood shavings.

All mice are maintained on an irradiated diet (Envigo Teklad Diet 2918) and reverse osmosis water. All cage changes and open-cage procedures were performed under Class 2 biosafety cabinets (BSC). Accelerated hydrogen peroxide was used as a surface disinfectant.

The animals are housed in rooms on an automatic dark/light cycle regimen 12-hour light/dark. The Room ambient temperature is set at 21C (+/-2C) and relative humidity is set between 40 and 60%.

Wild animals

Study did not involve wild animals.

Reporting on sex

Sex was not used as a variable in this study.

Field-collected samples

Studies did not involve samples from the field.

Ethics oversight

All animal experiments were approved by the Animal Care Committee of the Institut de Recherches Cliniques de Montreal and complied with the guidelines of the Canadian Council of Animal Care.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Biasing the conformation of ELMO2 reveals that myoblast fusion can be exploited to improve muscle regeneration
**Source:** Nat Commun. 2022 Nov 18;13:7077. doi: 10.1038/s41467-022-34806-4
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Title: Supplementary dataset 1

Description: RNA-seq gene expression data of Elmo2 wt and Elmo2EID mice

How the deposited data were processed for this re-analysis (not part of the article)

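RNA sequencing of primary mouse myoblasts differentiated for 72 h was analysed, from WT (n = 3) and Elmo2EID/EID (n = 2) mice. The sample labels and Supplementary Fig. 9 give the genotype and replicate number of each sample, and no column was left unmapped. The authors aligned reads to GRCm38 with STAR without trimming, counted uniquely mapped reads per gene with featureCounts and deposited a signal per gene, the count divided by the DESeq2 size factor of the sample. No further filter was seen in the table, which keeps 26863 genes with 0 in every sample. Read counts were recovered by dividing each sample by its smallest positive value. All positive values were whole within 0.01 of a read (100.0%). The counting error of a sample is set by recovered totals from 35021856 to 49381544 reads, and a gene at or under 3 reads (2.65 to 3.73 normalized counts, by sample) was taken as at the floor.

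Fold changes were computed as Elmo2EID/EID over WT on log2(normalized count + 1), for the 18156 genes with at least 5 normalized counts in at least 1 sample, the definition of an expressed gene in the paper's methods. The main test was limma's lmFit and eBayes with a mean-variance trend, two-sided, without a replicate block, with Benjamini-Hochberg adjustment and a threshold of 0.05. Pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 26.6 to 37.8 within the groups, more than repeated sequencing of one library would give. Alternatives set before the data were examined were other pseudocounts and filters on low values, quantile normalization, equal totals, edgeR's quasi-likelihood test and the DESeq2 Wald test on the recovered reads, limma without the trend, the replicate number as a block, and leaving out each sample in turn. The pairing by replicate number comes from the sample labels, and the paper's methods use no such block. The crossed pairing, and edgeR for the genes near Elmo2, were added after the data were seen. The lists of marker genes, the window around Elmo2 and the rule for named genes were also written before the data were examined. That rule takes the 27 genes of Fig. 2h, the 5 markers of Fig. 4f, the 6 adhesion genes of the discussion, Elmo1, Elmo2 and Elmo3, the 5 largest changes in each direction with a mean of at least 100 normalized counts and no overlap between the groups, and 5 sex-linked genes.

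Gene names, positions and biotypes came from GENCODE release M21 on GRCm38, which matched 54165 of the 54232 identifiers. Marker lists were tested with limma's camera with an inter-gene correlation of 0.01, and each list also with an exact permutation test over the 10 splits of the samples. Parent genes of pseudogenes were found with blastn, taking the best protein-coding match over at least 50 percent of the pseudogene. The tests were tried on simulated counts in which 200 genes with a mean of at least 50 normalized counts were changed by 2 on the log2 scale, and smaller changes were not simulated. Limma recovered 99.5% of them, with 1% of its calls false, edgeR 100% with 2.4% and DESeq2 99.5% with 3.4%. Simulated genes of equal mean had the same spread between replicates, and genes were drawn independently of each other. These shares thus need not hold for the real data, where the tests differed in their number of calls. R 4.3.3 was used with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and blastn 2.17.0. The gene ontology enrichment of Supplementary Fig. 9c was not analysed here.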

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

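The tests of the parent genes' levels and of the lowest WT sample were chosen only after the result was seen.

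Pseudogenes, which the paper does not discuss, made up 43.1% of the genes higher in Elmo2EID/EID myoblasts (85 genes, limma with Benjamini-Hochberg adjustment) and 0.5% of those lower (1 gene), against 6.8% of the genes tested. DESeq2 on the recovered reads gave 93 higher and 2 lower. A candidate explanation is that reads of a parent gene are assigned to its pseudogene copy in one genotype. A best protein-coding match, taken as the parent gene, was found for 71 of the 85, with a median identity of 97.4%. Such a match need not be the gene of origin, as Rps13-ps1 was matched to Ctsl at 84.8% identity. In the 15 pairs where the gain of the pseudogene was at least 10 percent of the parent's WT level, the parent was lower in 11 (two-sided exact binomial test, p = 0.118). These 15 pairs are not independent, as they share 13 distinct parents, of which 10 were lower. In 6 of these pairs the parent had a WT mean under 100 normalized counts. Among them were Ftl1-ps1, matched to Ftl2-ps, and Eno1b, matched to Gm5855, each with a WT mean of 7. Reads shared with another, more abundant gene would not show in the levels of such matches. In the other 9 pairs, a limit set after the values were seen, the parent was lower in 9 (two-sided exact binomial test, p = 0.00391). Over all 70 pairs with a tested parent, 54 parents were lower, but several pseudogenes share a parent. Counted once each, 31 of 45 parents were lower, against 271 of 459 parents of uncalled pseudogenes (two-sided Fisher's exact test, p = 0.264). Most parents of uncalled pseudogenes were thus lower too, while the binomial tests above took lower and higher as equally likely. The p-values of those binomial tests are therefore too small. Shared reads thus remain a candidate explanation for the pairs with an expressed parent, and a change of the pseudogenes themselves cannot be told apart from it. Another candidate is a strain variant at the parent gene, since the paper states a mixed C57BL6 and 129SV background. Of the protein-coding genes within 2 Mb of the 46 parents of higher pseudogenes, 4.61% were called, against 1.98% near the 491 parents of uncalled ones (one-sided permutation test, p = 0.0008). Near the pseudogenes themselves the shares were 2.70% and 2.49% (one-sided permutation test, p = 0.339). Sequence variants were not analysed here, so whether strain segments differ between the groups was not tested directly.

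Within 10 Mb of Elmo2, 15 of 231 tested genes were called (6.49%), against 2.23% of all genes. A segment of the 129 strain carried along with the knock-in may contribute: 3.27% of 10000 windows of this length centred on random tested genes had as high a share. The result depends on the window and the test: 6.29% of windows within 5 Mb, 6.63% within 20 Mb and 7.44% for DESeq2 calls within 10 Mb were as high, each outside the top 5 percent. With edgeR calls within 10 Mb, an alternative chosen after the data were seen, it was 3.44%, inside the top 5 percent. Within 5 Mb and 20 Mb it was 6.59% and 7.85% with edgeR, and 10.18% and 13.91% with DESeq2, each outside the top 5 percent. Whether the samples carry such a segment was not tested.

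Endothelial marker genes, outside the genes the paper discusses, were higher in Elmo2EID/EID myoblasts, with a mean log2 fold change of 1.71 (11 of 12 genes higher, adjusted p = 2.19e-06 from limma's camera with Benjamini-Hochberg adjustment). With the inter-gene correlation estimated from the data, the adjusted p was 0.691 (the alternatives ranged from 3.31e-08 to 0.691), and the exact permutation test of the samples' mean levels gave p = 0.1, the smallest the 10 splits allow. After thinning all samples to 35021856 reads, the mean was 1.76. The values were already divided by size factors, so thinning could move the mean little and does not rule out a difference in sequencing depth. The WT sample with the lowest levels of the list was replicate 2, and that with the lowest total was replicate 3. Transcript length and GC content were tested with 10000 random lists matched on expression, GC and length, whose highest mean was 1.23. RNA from endothelial cells in some cultures is a candidate explanation: all 12 genes had their lowest WT value in WT replicate 2 (one-sided exact binomial test, p = 1.9e-06), although the genes of a list are not independent, and a shared regulator would give the same pattern. The lists of fibro-adipogenic progenitors, pericytes, Schwann cells and macrophages had their lowest WT value in replicate 2 for 6 of 9, 5 of 9, 5 of 8 and 1 of 6 genes. The samples' mean levels of the endothelial genes were -0.23, -1.75 and -0.08 in WT and 0.87 and 1.18 in Elmo2EID/EID. WT replicate 1 had 48851316 reads, near the 49192931 and 49381544 of the Elmo2EID/EID samples, but its level was -0.23. WT replicate 3, with the lowest total, had the highest WT level. For this list, these values argue against a difference in depth as the cause. A change in the myoblasts cannot be told apart from a change in the mixture of cells.

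Schwann cell markers had a mean log2 fold change of 1.2 (7 of 8 genes higher, adjusted p = 0.0378) and cycling cell markers of -0.35 (0 of 10 higher, adjusted p = 0.0013), both from limma's camera with Benjamini-Hochberg adjustment. Each had an adjusted p of 0.691 with the inter-gene correlation estimated (the alternatives ranged from 2.12e-06 and 1.73e-06 to 0.691), and an exact permutation p of 0.3 for the samples' mean levels. The mean levels of the Schwann cell genes were -0.52, -1.66 and 0.73 in WT and 0.92 and 0.53 in Elmo2EID/EID, and those of the cycling cell genes 0.31, 0.27 and -0.16 in WT and -0.26 and -0.16 in Elmo2EID/EID. All 10 cycling cell genes had their lowest WT value in replicate 3. No explanation, biological or technical, was tested for these lists.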

How the results depend on the processing

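The alternatives below were set before the data were examined, apart from the crossed pairing and edgeR for the genes near Elmo2.

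The number of altered genes, 404 (197 higher, 207 lower), depended on the test and the filter. It stayed within 1.5 times under other pseudocounts (321 and 455), a mean of at least 10 normalized counts (365), quantile normalization (442), equal totals (411) and edgeR on recovered reads (408, of which 389 were shared). DESeq2 on recovered reads called 961 (412 higher, 549 lower). No filter on low values gave 155 (98 higher, 57 lower), limma without the mean-variance trend 144 (97 higher, 47 lower), an adjusted p under 0.01 gave 130 (78 higher, 52 lower), and adding an absolute log2 fold change of at least 1 gave 252 with 96 lower. Across the 3 fits that each left out one WT sample, the count ran from 150 to 349, the genes higher from 92 to 166 and the genes lower from 58 to 183. With an Elmo2EID/EID sample left out no test was possible, and no count is given. The share of calls that were higher was 48.8%, and 63.2% without a filter and 67.4% without the trend. Quantile normalization and equal totals moved that share to 47.1% and 46.5%.

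With the replicate number as a block, 224 genes passed (116 higher, 108 lower), 178 of them shared with the 404. The differences between replicates 1 and 2 had a correlation of -0.201 between the genotypes, so that the samples give no sign of the pairing. WT replicate 3 has no partner, and both pairings give the fold change without it. With the numbers crossed, a pairing chosen after the data were seen, 1041 passed (476 higher, 565 lower). Of the fusion genes, 1 passed under the replicate block and 4 under the crossed pairing. Of the adhesion genes, 1 and 5 passed. For the marker lists, 3 of 7 passed with the replicate block, as without it.

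Of the 27 fusion genes, 2 were altered. The number was 1 with no filter, 1 without the trend, and from 1 to 2 across the fits that each left out one WT sample. DESeq2 called 3. Of the 6 adhesion genes 0 passed (6 at an unadjusted p under 0.05), against 1 with a pseudocount of 10, 1 with edgeR, 6 with DESeq2, and from 0 to 2 across the fits that each left out one WT sample. The share of variance on the first principal component, 70.3%, was 49.7% over all tested genes, 76% with a pseudocount of 10 and 53% with 0.1. Of the marker lists, 3 passed, 2 with a mean of at least 10 normalized counts and 0 with the inter-gene correlation estimated (0 at an unadjusted p under 0.05). The share of genes called near Elmo2, 6.49%, was in the top 5 percent of random windows, while 5.98% within 5 Mb, 4.98% within 20 Mb and 10.6% with DESeq2 were not. With edgeR within 10 Mb, chosen after the data were seen, it was 6.49% and in the top 5 percent. The edgeR shares within 5 Mb (5.98%) and 20 Mb (4.73%) were not.

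Of 50 named genes, 21 kept their direction and their side of the threshold, or moved by less than the spread, under each setting that could be run for them, at most 16. Over all genes and settings, 5 results were weaker, 21 stronger, 15 moved and 27 reversed. The 5 weaker results were all of Pak1 (adjusted p from 0.0767 to 0.14 in those fits, limma with Benjamini-Hochberg adjustment). The reversed results were of 11 genes, none of them past the threshold. Cd81 and Cdh2, not past it either, also changed sign with an Elmo2EID/EID sample left out, where no test was possible. With the replicate block and the crossed pairing, Tgfbr1 was at 0.01, Mymk -0.01, Wasf1 -0.04, Rac1 -0.01, Adgrb2 -0.12 and Elmo3 0.00. Across the fits that each left out one sample, Tgfbr1 ran from -0.12 to 0.04, Ptk2 from -0.00 to 0.05, Neo1 from -0.11 to 0.27, Mymk from -0.01 to 0.09, Wasf1 from -0.04 to 0.14, Rac1 from -0.02 to 0.04, Bcat1 from -0.10 to 0.49, Cd81 from -0.03 to 0.12, Cdh2 from -0.13 to 0.07, Adgrb2 from -0.28 to 0.71, Elmo1 from -0.34 to 0.03 and Elmo3 from -0.34 to 0.06. Rac1 was at -0.01 with quantile normalization, equal totals and edgeR, and Itgb1 at -0.01 with quantile normalization. The cause of these changes, and of those of the counts, was not tested.

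The lowest total, 35021856 reads in WT replicate 3, limits genes of few reads most. After thinning all samples to this total, 377 genes were altered. With 2 Elmo2EID/EID samples, an exact permutation test of one gene cannot go below 0.1.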

Differences from the paper's values

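The paper's number of differentially expressed genes is 961, and limma gave 404. Of the alternatives set before the data were examined, the DESeq2 Wald test on the recovered reads, the tool that the paper's methods name, gave 961, and none of the others came within 1.5 times of the paper's value (130 to 455). The crossed pairing of replicates, chosen after seeing the values, gave 1041.

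The paper names 6 adhesion genes as up regulated, and limma with Benjamini-Hochberg adjustment called 0 of them (6 at an unadjusted p under 0.05). The DESeq2 Wald test called 6. Pseudocount 10, edgeR and the replicate block called 1 each, leaving out WT replicate 3 called 2, and the remaining alternatives 0 (5 or 6 at an unadjusted p under 0.05). The crossed pairing, chosen after seeing the values, called 5.

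The paper lists Tgfbr2 among the altered fusion genes. By limma its adjusted p was 0.0974 with Benjamini-Hochberg adjustment over all genes, and DESeq2 on the recovered reads called it (adjusted p = 0.00878, the alternatives ranging from there to 0.275). Adjusted over the 27 genes alone, limma also called it (adjusted p = 0.0386, Benjamini-Hochberg). The crossed pairing, chosen after seeing the values, also called it (adjusted p = 0.011).

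In Supplementary Fig. 9d, whose axis is labelled EID against WT, Tgfbr2 and Pak1 lie above 0 and Dysf below. In the deposited values Tgfbr2 and Pak1 are lower in Elmo2EID/EID (log2 fold changes of -0.53 and -0.49) and Dysf is higher (1.32), the directions that the paper's discussion gives for Tgfbr2 and Dysf. In the 1999 rows of Supplementary Dataset 1 read here, all normalized counts equalled the deposited ones. The dataset's fold change was opposite in sign to its own counts, Elmo2EID/EID over WT, for all 32 genes past its adjusted p of 0.05.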

Other observations

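The test of the lowest WT sample and the test of neighbouring calls were chosen only after the result was seen.

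Of the 10 splits of the 5 samples into 3 and 2, 1 gave as many altered genes as the split by genotype (404, with 2766 at an unadjusted p under 0.05), which is that split itself. The other 9 gave 0 genes each, with 109 to 1961 at an unadjusted p under 0.05. The split by genotype parts both same-numbered pairs of replicates, as do 3 of the others, with 442, 802 and 1961 genes at an unadjusted p under 0.05. The remaining 6 keep at least 1 such pair together. With 10 splits the share cannot go under 0.1, so the splits alone cannot separate the genotype from another grouping of the samples.

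Altered genes lay close together somewhat more often than shuffled calls. Of the 404, 199 had another altered gene within 1 Mb, against a mean of 171.2 in 10000 shuffles among tested genes (one-sided permutation test, p = 0.0109). Among protein-coding genes the numbers were 133 and 104.1 (p = 0.0028, one-sided permutation test). Strain segments that differ between the groups are a candidate explanation, but neighbouring genes regulated together would cluster as well, and the test does not separate them. Of 456 windows of 5 Mb with at least 10 tested genes, 5 had an excess past a Benjamini-Hochberg adjusted p of 0.05 in a hypergeometric test. On chromosome 15, 6 of 25 genes were called between 30000001 and 35000000, and 6 of 26 between 70000001 and 75000000, windows named after their values were seen. With DESeq2 calls 2 of 452 windows passed, the first of these and that on chromosome 4 between 130000001 and 135000000. Within 2 Mb of Dysf and of Tgfbr2, 0 other genes were called of 63 and 26 (14 and 3 at an unadjusted p under 0.05), and 1 of 45 within 2 Mb of Pak1 (Myo7a). DESeq2 called 3 of 58 near Dysf (Dok1, Nagk and Tprkb), 1 of 25 near Tgfbr2 (Gadl1) and 2 of 42 near Pak1 (Myo7a and Tsku). These neighbours were named after their values were seen.

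The paper reports 6 adhesion genes as up regulated. RNA from endothelial cells in the cultures may contribute to them. Their lowest WT value was in replicate 2 in 5 of 6 genes (one-sided exact binomial test, p = 0.018), the sample in which the endothelial list was lowest. None of the 6 is in that list of 12 genes, which does not settle whether endothelial cells express the 6. The mean levels of the 6 genes were -0.56, -1.24 and -0.19 in WT and 0.70 and 1.28 in Elmo2EID/EID. The 5 samples fell in the same order for the endothelial list. Of the 97 protein-coding genes called higher by limma, 33 had their lowest WT value in replicate 2, against 33.5% of all genes tested falling in that sample. The 6 genes are among the genes called higher by DESeq2, and of the 290 other protein-coding genes so called, 44.1% had their lowest WT value in replicate 2. Against that share the one-sided exact binomial p was 0.064, so the pattern does not set the 6 genes apart from those calls. Those calls could themselves include genes of endothelial RNA, so the comparison cannot exclude such RNA as a source of the 6 genes. A change in the myoblasts cannot be told apart from RNA of other cells. No biological explanation was tested.

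Ndufs5 and BC002163 are 1 of the 15 pairs of parent and pseudogene with a gain of at least 10 percent of the parent, named after their values were seen. BC002163, annotated as a pseudogene with 99.4% identity to Ndufs5, gained 1954 normalized counts in Elmo2EID/EID myoblasts, and Ndufs5 went from 1358 to 126.

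Xist, expressed from an inactive X chromosome, had 11825 to 14394 normalized counts in WT and 13181 and 19014 in Elmo2EID/EID. Ddx3y, Eif2s3y, Kdm5d and Uty, on the Y chromosome, had at most 1.243 normalized counts in any sample. Differentiated muscle markers had a mean log2 fold change of 0.02 (adjusted p = 0.92 from limma's camera with Benjamini-Hochberg adjustment).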
